# Messenger RNA profile analysis deciphers new Esrrb responsive genes in prostate cancer cells

**DOI:** 10.1186/s12867-015-0049-1

**Published:** 2015-12-01

**Authors:** Yuan Lu, Jilong Li, Jianlin Cheng, Dennis B. Lubahn

**Keywords:** Estrogen related receptor, RNA-Seq, Prostate cancer, Gene expression profile, DY131, Transcription regulation, Nuclear receptor

## Abstract

**Background:**

Orphan nuclear receptor estrogen related receptor β (Esrrb or ERRβ) is well known in stem cells and early embryonic development. However, little is known about its function in cancer.

**Method:**

We investigated the mRNA profile alterations induced by Esrrb expression and its synthetic ligand DY131 in human prostate cancer DU145 cells via RNA-Seq analysis.

**Results:**

We distinguished 67 mRNAs differentially expressed by Esrrb alone. Although DY131 alone did not change any gene, treatment of DY131 in the presence of Esrrb altered 1161 mRNAs. These observations indicated Esrrb had both ligand-independent and ligand-dependent activity. When Esrrb was expressed, DY131 treatment further regulated 15 Esrrb-altered mRNAs. DY131 acted as an antagonist for 11 of 15 mRNAs (*wdr52*, *f13a1*, *pxdn*, *spns2*, *loc100506599*, *tagln*, *loc441454*, *tkel1*, *sema3f*, *zcwpw2*, *sdc2*) and as an agonist for 4 of the 15 mRNAs (*rarres3*, *oasl*, *padi2*, *ddx60*). Gene ontology analyses showed altered genes are related to transcription and translation regulation, cell proliferation and apoptosis regulation, and cellular metabolism.

**Conclusion:**

Our results characterized mRNA profiles in DU145 prostate cancer cells driven by Esrrb expression and Esrrb ligand DY131, and provided multiple markers to characterize Esrrb’s function in Esrrb research.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12867-015-0049-1) contains supplementary material, which is available to authorized users.

## Background

Esrrb encodes nuclear receptor estrogen related receptor β (Esrrb), which belongs to the nuclear receptor family. Esrrb acts as a transcription factor by binding to a specific DNA sequence estrogen related receptor response element (ERRE), which is also known as steroid factor response element (SFRE), or half site estrogen response element [1, 2].

Esrrb, first cloned in 1988, was not intensively studied until recent years. Knocking out of Esrrb was embryonic lethal due to placental malformation [3]. Though early studies showed a very limited range of tissues with positive Esrrb expression, recent studies reported that short form Esrrb alternative splicing isoform had a broad range of expression [4]. Esrrb was found to be a core-reprogramming factor to reprogram Pluripotent Stem Cells (iPSCs) [3–6]. *c*-*myc* and *klf4* of the OSKM (*oct4*, *sox2*, *klf4*, *c*-*myc*) core-reprogramming factors can be replaced by Esrrb [5, 6]. Esrrb was also recently reported to drive *sox2* transcription and induce iPSC in a single cell system [7].

Tumorigenesis and tumor progression are related to Esrrb. Esrrb was shown to be down-regulated in prostate cancer epithelium compared to normal prostate tissue [8–10]. Its re-expression in DU145 and LNCaP cells was shown to stimulate tumor suppressor *cdkn1a* (p21) concentration. Also, Esrrb can inhibit Estrogen Receptor transcriptional activity in uterine endometrial cancer cells and Nrf2-Keap signaling pathway in breast cancer cells [11, 12].

There are a handful of transcriptome-wide expression survey data from Esrrb knockdown in both human iPSCs and mouse embryonic stem cells [13–16]. Known Esrrb controlled genes include *klf4*, *c*-*myc*, *cdkn1a* and *cyp19a1*, but Esrrb target genes in cancer cells are still not known.

This manuscript focuses on the discovery of Esrrb ligand-independent and Esrrb ligand-dependent target genes. We performed RNA-Seq analysis to characterize Esrrb regulated mRNAs in a prostate cancer cell line and we found the treatment of DY131 expanded Esrrb’s transcriptional regulation activity to many more genes.

## Results

### Establishment of the Esrrb stably transfected DU145 cells

Esrrb expression vector or control pcDNA3.1 (Zeo+) vector were transfected into DU145 cells. After 3 weeks of Zeocine selection, we characterized the Esrrb status by reverse transcriptase (RT)-PCR, qPCR and western blot analysis (Fig. 1a–c). Our results showed that Esrrb was successfully expressed in DU145-Esrrb cells. 

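In the RNA-Seq libraries of the 2 biological replicates of DU145-Esrrb cells, ESRRB was at 9.00 and 9.27 cpm relative to all reads counted on genes in the library. The 95% Wilson intervals of these values were 7.43 to 10.9 cpm and 7.62 to 11.3 cpm. The deposited table lists ESRRB under NM_004452. The gene lies on chromosome 14 of GRCh38 from 76310712 to 76501837 in GENCODE release 29, whereas the authors mapped their reads to hg18. The mean was 9.14 ± 0.190 cpm (SD, n = 2). This was at least 31.4-fold higher than the floor of 3 counts in the DU145-pc3.1 libraries. With effective library sizes in place of the totals, the mean was 8.96 cpm. In DU145-Esrrb cells treated with DY131, 105 and 143 reads were counted on ESRRB, a mean of 14.6 ± 1.72 cpm (SD, n = 2). These intervals and floors cover counting error only.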

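In the libraries of DU145-pc3.1 cells, which carry the vector without Esrrb, 3 reads and 0 reads were counted on ESRRB. These counts correspond to 0.291 and 0 cpm, with 95% Wilson intervals of 0.0988 to 0.854 cpm and of 0 to 0.342 cpm. The floor of 3 counts was 0.291 cpm and 0.267 cpm in these libraries, and ESRRB mRNA below it was not detectable at this depth. In DU145-pc3.1 cells treated with DY131, 0 reads and 1 read were counted on ESRRB.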

Although RNA-Seq showed that DU145-pc3.1 cells had a very small amount of Esrrb expressed (count per million read <1), the Esrrb concentration is below the detection limit of RT-PCR and western blot. Compared to HEK293 cells, which expressed endogenous Esrrb, overexpression of Esrrb in DU145 cells raised the Esrrb protein concentration to a comparable physiological concentration (Fig. 1b). In addition, our RT-PCR results and RNA-seq results confirmed the estrogen related receptor gamma (Esrrg) was not expressed in DU145 cells. 

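No read was counted on ESRRG, which the table lists under NM_001134285, in the 4 libraries of untreated DU145-pc3.1 and DU145-Esrrb cells. The upper bounds of the 95% Wilson intervals lay between 0.333 and 0.372 cpm. Among the libraries of DY131-treated cells, 1 read was counted on ESRRG in 1 of the DU145-Esrrb libraries. ESRRG mRNA below 0.260 to 0.291 cpm was not detectable at the depth of the untreated libraries.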

The absence of Esrrg eliminated any possible functional contamination by Esrrg in our Esrrb studies (Fig. 1c).

**Fig. 1:**
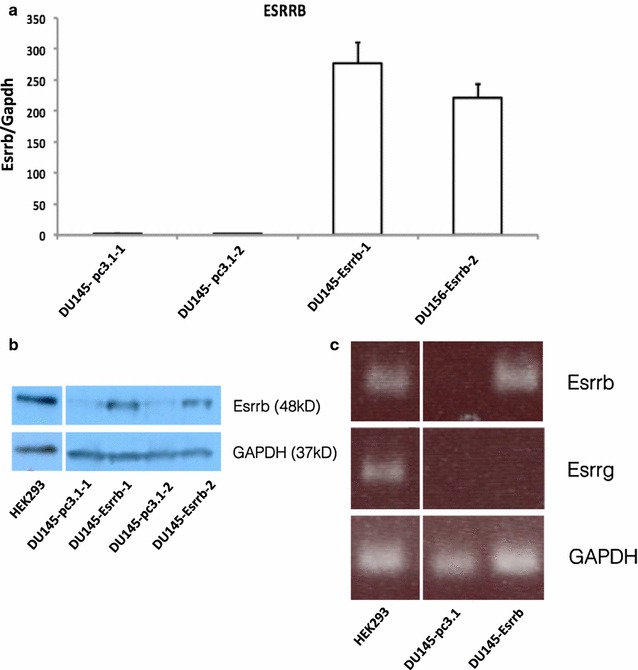
Characterization of Esrrb-expressing cancer cell line. Esrrb status of two independent replicates of stable transfected control DU145-pc3.1 and DU145-Esrrb cells are tested by **a** quantitative PCR **b** Western blot and **c** reverse transcriptase PCR. **a** Relative mRNA concentrations of Esrrb were measured by qPCR, Esrrb transcripts concentration were determined by standard curve method and Esrrb concentration were first normalized to the concentration of house keeping gene GAPDH, then normalized to Esrrb/GAPDH ratio of DU145-pc3.1 cells. **b** Total protein was extracted form HEK293, DU145-Esrrb and control DU145-pc3.1 cells. Protein concentration of Esrrb was determined by western blot using GAPDH as internal control. **c** RT-PCR was performed on total RNA extracted from HEK293, DU145-esrrb and control DU145-pc3.1 cells. Esrrb was expressed in DU145-Esrrb cells, while Esrrg is not expressed in either DU145-pc3.1 and DU145-Esrrb cells

### Esrrb expression alters mRNA profile

To distinguish genes regulated by Esrrb, we performed RNA-Seq analysis on cDNA libraries constructed from two biological replicates of both DU145-pc3.1 and DU145-Esrrb cells. 

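DU145 is a human prostate cancer cell line, and the compared cells were pools stably transfected with the empty vector (DU145-pc3.1) or with the Esrrb expression vector (DU145-Esrrb). Stranded libraries of polyadenylated RNA were sequenced as single reads of 50 bases. The authors trimmed and filtered the reads, mapped them to hg18 with TopHat2, and deposited the raw number of reads that their own program counted on each of 23391 genes. The reads counted on genes were 10325443 and 11224833 in the DU145-pc3.1 replicates, and 11551690 and 10678361 in the DU145-Esrrb replicates. The paper states approximately 18 M reads per sample, and the values given here use the counted reads. Genes with at least 1 cpm in at least 2 of the 8 libraries were tested, which left 13856 genes. The paper states the same minimum, but not over which libraries it was taken. Counts were normalized with the trimmed mean of M values (TMM) and compared with edgeR's quasi-likelihood F test, in which all 4 groups shared the estimate of the spread of each gene. The paper's own comparison, edgeR's exact test, was run as an alternative. A gene was called altered at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1 or at most -1, the thresholds of the paper. Expression of single genes is given as cpm from effective library sizes.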

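Spearman's correlation was computed between libraries across the 13856 tested genes, which are not independent replicates. Spearman's correlation was 0.9970 between the DU145-pc3.1 replicates and 0.9973 between the DU145-Esrrb replicates. Between DU145-pc3.1 and DU145-Esrrb libraries, the mean correlation was 0.9935, and the 4 values ranged from 0.9930 to 0.9939. Each of these 4 values was below both values between replicates. With no filter on low counts, which moved this mean the most, it was 0.9909, and the values between replicates were 0.9927 and 0.9931. With 2 libraries in each group, no test was applied to these differences.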

Spearman ranking correlation analysis showed that the expression of Esrrb in DU145 created a distinct transcriptome compared to control DU145-pc3.1 cells (Fig. 2a). We found 67 genes (21 genes up-regulated, 46 genes down-regulated) altered due to Esrrb expression (Fig. 2b; Table 1). 

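At the thresholds of the paper, 80 genes were altered in DU145-Esrrb cells, of which 25 increased and 55 decreased. Without the fold change threshold, the alternative that moved this number the most, 579 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 67 genes in Table 1, 65 were matched among the tested genes. All 65 changed in the direction of the table, and 53 of them were called. The median absolute difference from the log2 fold changes of the table was 0.003. Apart from ESRRB and ZCWPW2, the largest increases among genes whose libraries did not overlap were in CCR2, ZC4H2 and COL4A5. No read was counted on CCR2 in DU145-pc3.1 libraries, and its mean in DU145-Esrrb libraries was 1.06 ± 0.0601 cpm (SD, n = 2). ZC4H2 rose from 0.136 ± 0.0570 to 2.20 ± 0.125 cpm (SD, n = 2), and both of its DU145-pc3.1 counts were at or below the floor of 3 counts. COL4A5 had a log2 fold change of 2.79 (standard error 0.36). The largest decreases were in DSG3, LOC100507421, TRIM2, AOX1 and SAMD9L. With DESeq2, the adjusted p after Benjamini-Hochberg adjustment was 0.0579 for CCR2 and 0.0699 for SAMD9L, no longer under 0.05. The log2 fold change was -5.54 (standard error 0.25) for DSG3 and -3.60 (standard error 0.33) for TRIM2. The 6 libraries other than those of DY131-treated DU145-Esrrb cells carry replicate numbers. With the replicate number as a block, 66 genes were called in these 6 libraries, against 68 in the same libraries without the block. Deviations from the group means of same-numbered DU145-pc3.1 and DU145-Esrrb libraries had a correlation of 0.0917 across genes. From the genes past its thresholds, the paper states that their mRNAs were altered due to the expression of Esrrb.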

Seven genes that are among the most changed genes (*zcwpw2*, *hoxb8*, *tagln*, *f13a1*, *pxdn*, *aox1*, and *bmp4*, as well as *tgfβ* as a negative control) were confirmed by qPCR (Fig. 3). 

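The RNA-Seq counts of these genes were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over the tested genes. ZCWPW2 (NM_001040432, chromosome 3 of GRCh38 from 28349146 to 28538122) rose from 1.34 ± 0.270 cpm in DU145-pc3.1 cells to 49.7 ± 3.18 cpm in DU145-Esrrb cells (SD, n = 2). Its log2 fold change was 5.21 (standard error 0.18, adjusted p = 5.84e-11 from edgeR), and 32.2% of the 50-base windows of its transcript also occur in transcripts of other genes. HOXB8 rose by 0.98 on the log2 scale (standard error 0.14, adjusted p = 8.12e-04 from edgeR), just under the fold change threshold. The decrease of TAGLN was -1.18 (standard error 0.18, adjusted p = 0.00154 from edgeR). F13A1 had a log2 fold change of -2.68 (standard error 0.13, adjusted p = 5.62e-09 from edgeR). For PXDN it was -2.79 (standard error 0.14, adjusted p = 6.04e-09 from edgeR). AOX1 dropped from 68.3 ± 5.83 to 6.12 ± 0.971 cpm (SD, n = 2), a log2 fold change of -3.49 (standard error 0.17, adjusted p = 4.53e-09 from edgeR). BMP4 went from 9.07 ± 0.257 to 1.49 ± 0.415 cpm (SD, n = 2), with a log2 fold change of -2.59 (standard error 0.27, adjusted p = 3.34e-05 from edgeR). TGFB1, the gene of the negative control, was at 90.9 ± 0.857 cpm in DU145-pc3.1 cells and at 116 ± 3.82 cpm in DU145-Esrrb cells (SD, n = 2). Its log2 fold change of 0.35 (standard error 0.08, adjusted p = 0.0155 from edgeR) was below the fold change threshold. Each of these 8 genes was higher, or lower, in both DU145-Esrrb libraries than in both DU145-pc3.1 libraries.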

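A set of 40 interferon-induced genes, listed before the data were examined, was used to look at immune response genes. The paper's Table 1, from these same libraries, was already known at that point. Of these, 33 were among the tested genes, and 12 were called altered in DU145-Esrrb cells. The median log2 fold change of the 33 genes was -0.94, against 0.00 for all tested genes, and 2 of them increased. The set differed from the other genes by limma's camera test with a preset inter-gene correlation of 0.01 (adjusted p = 1.22e-18, with Benjamini-Hochberg adjustment over the 4 gene sets tested in these data). With the inter-gene correlation estimated from the data, the alternative that moved this test the most, the adjusted p = 0.0996 by limma's camera with the same Benjamini-Hochberg adjustment was not under 0.05. Members in Table 1 were known when the set was listed, so the 23 members outside it are the test. These 23 genes had a median log2 fold change of -0.57 (adjusted p = 3.31e-11 by limma's camera at the preset correlation, with Benjamini-Hochberg adjustment). With the replicate number as a block in the 6 numbered libraries, the median of the set was -0.94 (adjusted p = 1.23e-16 by limma's camera with Benjamini-Hochberg adjustment).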

Gene ontology (GO) analysis shows that the products of Esrrb driven differentially expressed genes fell into functional categories of regulation of cell development as well as immune responses (Table 2).

**Fig. 2:**
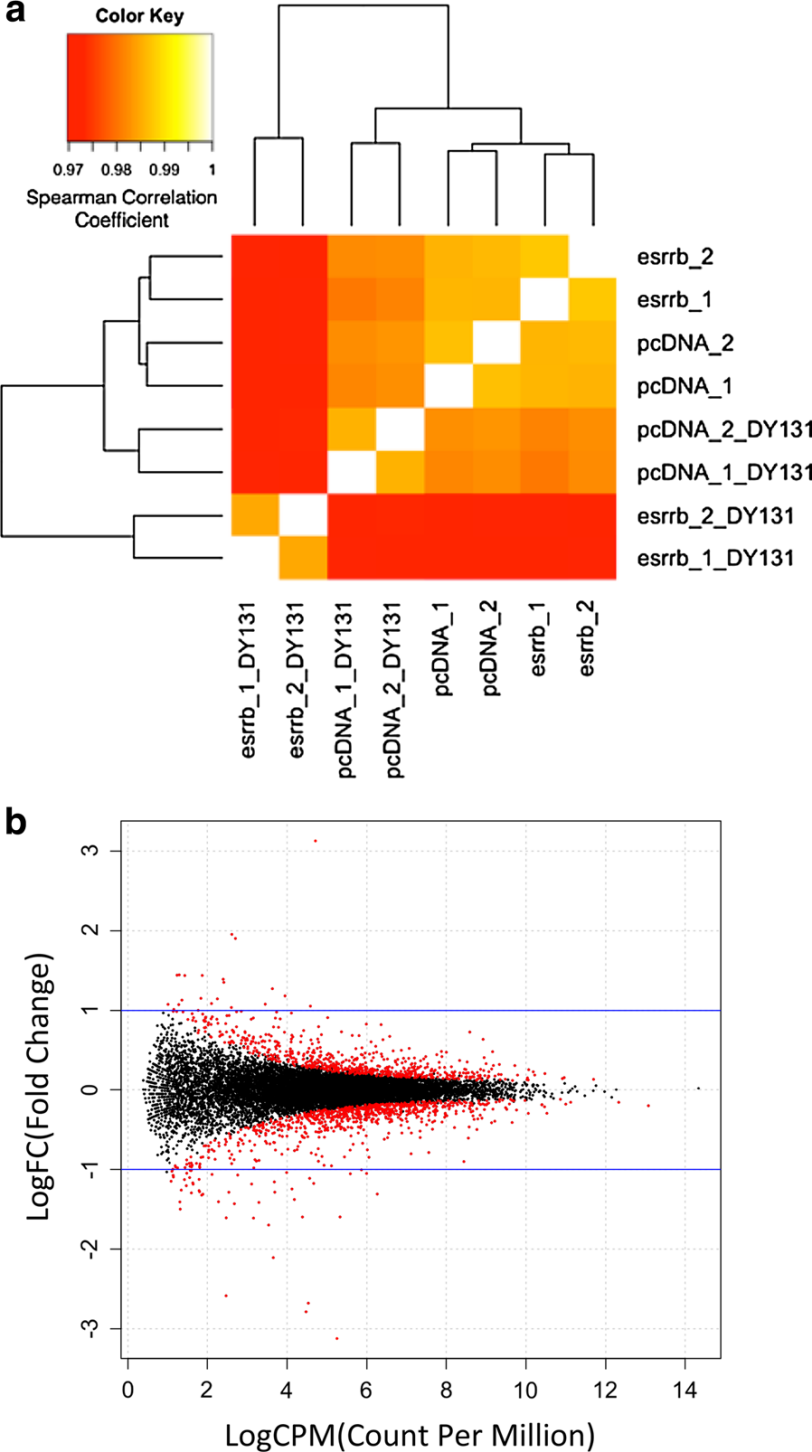
Transcriptome correlation and Esrrb altered mRNAs. **a** Transcriptome correlation analysis was performed using Spearman Ranking Correlation. *Color* represents the correlation coefficient. DY131 treatment to DU145-Esrrb cells results in the lowest correlation coefficient with DU145-pc3.1 cells. **b** *Dot plot* of Esrrb-induced gene expression alteration. Genes expressed at adequate level are tested for differential gene expression test. The *plot* was made by plotting the Log2FC (fold change) against the Log2 cpm (count-per-million) difference. *Red color* marks the genes that are significant differentially expressed (FDR < 0.05), and the *blue lines* marked the Log2FC cutoff value (Log2FC > 1 or Log2FC < −1). 67 genes passed both thresholds

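Across the 13856 tested genes, the mean Spearman's correlation between DU145-pc3.1 and DY131-treated DU145-Esrrb libraries was 0.9617, and the 4 values ranged from 0.9606 to 0.9627. This was the lowest mean of the 6 comparisons between groups. The next lowest was between DU145-Esrrb and DY131-treated DU145-Esrrb libraries, with a mean of 0.9633 and a range of 0.9614 to 0.9651 that overlaps the first. The mean was 0.9706 between DY131-treated DU145-pc3.1 and DY131-treated DU145-Esrrb libraries, 0.9792 between DU145-Esrrb and DY131-treated DU145-pc3.1 libraries, and 0.9827 between DU145-pc3.1 and DY131-treated DU145-pc3.1 libraries. Replicates of DY131-treated DU145-pc3.1 cells had a correlation of 0.9935 and those of DY131-treated DU145-Esrrb cells a correlation of 0.9971. With no filter, the lowest mean was 0.9723 and the next lowest 0.9733, for the same comparisons in the same order. Every comparison with DY131-treated DU145-Esrrb libraries had a lower mean than those without them. As described below, these libraries also differ from the others in how counts relate to exon structure. Their low correlations can therefore not be read as an effect of DY131 with Esrrb alone.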

**Table 1:** Esrrb altered mRNAs

Gene symbol	logFC	P value	FDR
AOX1	−3.49	4.89E−184	3.19E−180
PXDN	−2.79	4.45E−87	1.16E−83
F13A1	−2.68	9.28E−114	4.04E−110
BMP4	−2.59	1.69E−29	1.16E−26
NPTX1	−2.11	1.06E−46	1.73E−43
SPNS2	−1.70	8.70E−31	7.09E−28
DDX60	−1.61	2.43E−15	4.46E−13
NEFL	−1.61	1.84E−13	2.85E−11
OASL	−1.60	1.30E−25	7.07E−23
IFIT3	−1.60	4.29E−42	5.09E−39
WDR52	−1.50	1.85E−06	7.40E−05
C3	−1.43	7.81E−09	5.73E−07
LOC344887	−1.41	5.01E−20	1.49E−17
PCDHB15	−1.41	6.25E−06	0.00020978
CXorf57	−1.41	1.78E−10	1.92E−08
IFI6	−1.38	1.09E−19	2.91E−17
CXCR4	−1.32	3.23E−06	0.00011537
GBP1	−1.31	1.43E−07	7.57E−06
IGFBP3	−1.31	3.19E−89	1.04E−85
ZSCAN12P1	−1.30	0.00015585	0.00302695
RNF128	−1.29	1.58E−10	1.73E−08
SAMD9	−1.29	2.69E−22	1.13E−19
UNC5A	−1.28	8.28E−07	3.62E−05
MX2	−1.27	1.68E−06	6.86E−05
SSBP2	−1.26	5.96E−05	0.00141054
MX1	−1.25	5.99E−22	2.37E−19
SULT4A1	−1.20	4.94E−05	0.00120711
DPYD	−1.19	1.35E−05	0.00040257
NEBL	−1.18	1.16E−12	1.62E−10
TAGLN	−1.18	5.48E−30	3.97E−27
INA	−1.17	2.47E−05	0.0006739
BMF	−1.16	3.32E−05	0.00085559
ESRP1	−1.13	0.00014206	0.00283503
GJA3	−1.12	1.38E−05	0.00040614
IFIT2	−1.11	1.02E−19	2.76E−17
LOC1005065	−1.10	8.53E−05	0.0018618
RARRES3	−1.07	1.84E−07	9.68E−06
TMEM45A	−1.06	4.69E−06	0.00016245
LGALS3BP	−1.05	4.57E−17	9.63E−15
ERAP2	−1.05	1.83E−50	3.41E−47
WNT10A	−1.05	0.00024417	0.00440189
PADI2	−1.04	1.13E−17	2.55E−15
REEP1	−1.01	0.00024704	0.0044413
AMIGO2	−1.01	8.26E−45	1.08E−41
HES1	−0.98	1.30E−07	7.01E−06
FRMD4B	−0.98	0.00014442	0.00284746
NRIP3	0.97	4.28E−14	6.90E−12
HOXB8	0.98	3.60E−11	4.33E−09
KCNQ5	0.98	5.87E−08	3.55E−06
COX6B2	0.99	1.24E−07	6.77E−06
PPFIBP2	1.04	6.38E−07	2.92E−05
KIAA1199	1.06	1.21E−25	6.89E−23
BST1	1.08	4.97E−13	7.30E−11
LOC1001336	1.13	0.00019921	0.00370382
SMOC1	1.15	1.52E−06	6.32E−05
LOC441454	1.15	9.40E−06	0.00029713
DDIT4L	1.18	2.28E−10	2.39E−08
SEMA3F	1.27	2.08E−20	6.96E−18
DUOX1	1.35	5.37E−09	4.25E−07
ARHGAP24	1.39	6.40E−10	6.01E−08
CDHR1	1.44	2.04E−06	7.93E−05
SDC2	1.44	1.49E−08	1.04E−06
SH3RF3	1.44	1.32E−05	0.00039562
PRSS8	1.45	6.96E−06	0.00022989
TKTL1	1.90	3.68E−21	1.33E−18
FGB	1.96	5.57E−22	2.27E−19
ZCWPW2	5.22	3.47E−215	4.53E−211

**Fig. 3:**
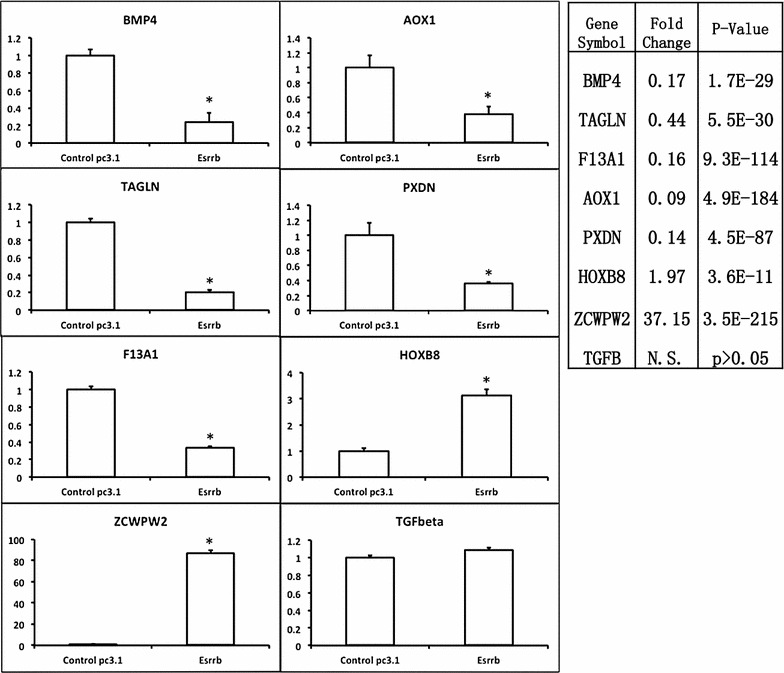
Esrrb-regulated mRNA validation. *Left panel* qPCR validation of Esrrb-regulated mRNAs. Expression values were firstly normalized to Gapdh and normalized ratios are further normalized to that of DU145-pc3.1. *Error bars* represent standard deviation. Student t test was performed for statistical analysis (*p < 0.05). Seven genes were differentially expressed in both RNA-seq and qPCR, 1 gene, TGFbeta, is not differentially expressed in either assay and serves as a negative control. *Right panel* RNA-Seq analysis result, fold change (FC) indicates the ratio of normalized read counts in DU145-Esrrb to that of DU145-pc3.1

**Table 2:** Gene ontology analysis of Esrrb altered mRNAs

Term	Count	P value
GO:0060284 ~ regulation of cell development	5	0.006
GO:0006955 ~ immune response	8	0.012
GO:0009611 ~ response to wounding	7	0.012
GO:0042542 ~ response to hydrogen peroxide	3	0.017
GO:0050767 ~ regulation of neurogenesis	4	0.022
GO:0006800 ~ oxygen and reactive oxygen species metabolic process	3	0.024
GO:0060052 ~ neurofilament cytoskeleton organization	2	0.029
GO:0000302 ~ response to reactive oxygen species	3	0.03
GO:0051960 ~ regulation of nervous system development	4	0.032
GO:0031960 ~ response to corticosteroid stimulus	3	0.038
GO:0010035 ~ response to inorganic substance	4	0.038
GO:0045661 ~ regulation of myoblast differentiation	2	0.039
GO:0048667 ~ cell morphogenesis involved in neuron differentiation	4	0.04

### DY131 requires Esrrb to affect gene expression

To get a more comprehensive understanding of Esrrb-regulated genes and characterize Esrrb’s potential ligand dependent activity, control DU145-pc3.1 and DU145-Esrrb cells were treated with Esrrb/Esrrg synthetic ligand DY131. 

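For the DY131 experiment, DU145-pc3.1 and DU145-Esrrb cells were treated with 3 μM DY131, a synthetic compound that binds Esrrb and Esrrg, and 2 biological replicates of each were sequenced in the same lane as the untreated replicates. The reads counted on genes were 10624183 and 10393389 in the DY131-treated DU145-pc3.1 libraries, and 7858743 and 9054498 in the DY131-treated DU145-Esrrb libraries. Their TMM factors were 1.01 and 0.971, and 0.977 and 0.978. The untreated libraries, the filter, the test and the thresholds were those of the comparison of Esrrb with its control. DY131-treated cells were compared with untreated cells of the same pool. The difference between the pools in their response to DY131 was tested as an interaction in the same model. The deposited columns of the DY131-treated DU145-Esrrb libraries carry no replicate number, so that comparison had no pairing.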

Since both qPCR and RNA-seq show Esrrb transcript concentration is extremely low in DU145 cells and Esrrg is absent, and Esrrb protein concentration is also below the detection limit of western-blot analysis, it was not surprising to observe DY131 treatment without Esrrb expressed did not result in any gene differentially expressed (Fig. 4a). 

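In DU145-pc3.1 cells, 580 genes differed between DY131-treated and untreated libraries at the thresholds of the paper, of which 142 increased and 438 decreased. An adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, without the fold change threshold, was reached by 5185 of the 13856 tested genes, of which 2618 increased and 2567 decreased. With at least 10 counts required in every library, 315 genes were called. With edgeR's exact test, 599 genes were called, and 535 when that test used the filter and dispersions of only the 4 libraries compared. The largest increases were in NNAT, SPDYE6, SPOCK1, ZC4H2 and PAPPA. SPOCK1 rose from 0.459 ± 0.0261 to 5.36 ± 0.838 cpm (SD, n = 2), a log2 fold change of 3.51 (standard error 0.38, adjusted p = 6.36e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PAPPA had 2.52 ± 1.32 cpm after treatment and 0.268 ± 0.244 cpm before it (SD, n = 2). SPDYE6 shares 91.2% of its 50-base windows with other genes, and its change is uncertain. Among the largest decreases were those of KRT16P2, DSG3, MGC39372 and CLRN3. DSG3 fell by 5.82 on the log2 scale (standard error 0.26), from 41.5 ± 9.24 to 0.712 ± 0.446 cpm (SD, n = 2). With DESeq2, CLRN3 had an adjusted p of 0.0626 after Benjamini-Hochberg adjustment, no longer under 0.05. KRT16P2 is a pseudogene that shares 52.9% of its windows with other genes. AOX1, with 5.59 ± 2.62 cpm after treatment (SD, n = 2), had a log2 fold change of -3.62 (standard error 0.17). With the replicate number as a block, 542 genes were called in the 6 numbered libraries, against 554 in the same libraries without the block. Deviations of same-numbered treated and untreated DU145-pc3.1 libraries had a correlation of 0.0229. The chi-square statistic per degree of freedom between replicates was 7.49 for DY131-treated and 2.70 for untreated DU145-pc3.1 cells, where counting error alone gives a value near 1.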

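In DU145-Esrrb cells, 8128 of the 13856 tested genes differed between DY131-treated and untreated libraries at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, without a fold change threshold. Of these, 4044 increased and 4084 decreased. The change varied with the exon structure of the genes. For each gene, the share of the 50-base windows of its transcript that cross an exon junction was computed from GENCODE 29. Spearman's correlation between this share and the log2 fold change was -0.376 across the 13670 genes with a value, which are not independent replicates. The median log2 fold change was 0.27 in the tenth of the genes with the smallest shares and -0.56 in the tenth with the largest. For DY131 in DU145-pc3.1 cells, the same correlation was 0.00998.

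**Figure D1:**
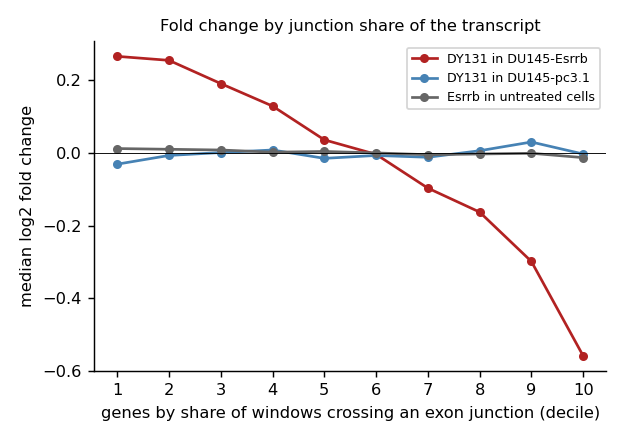
Median log2 fold change (vertical axis) of genes grouped into 10 equal groups by the share of 50-base windows of their transcript that cross an exon junction (horizontal axis, smallest share on the left), for 3 comparisons. The medians for DY131 in DU145-Esrrb cells run from 0.27 down to -0.56, and those of the other comparisons stay between -0.03 and 0.03.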

After we applied DY131 to DU145-Esrrb cells, we found DY131 treatment most significantly modified the transcriptome (Figs. 2a, 4b). 

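Between untreated and DY131-treated DU145-Esrrb cells, 1666 genes passed both thresholds, of which 1253 decreased and 413 increased. All 1161 genes of Table 3 were among the tested genes and changed in the direction of the table, and 1080 of them were called. With no fold change threshold the number was the largest, and with at least 10 counts required in every library it was the smallest, 1090 genes. A correction for transcript length and GC content gave 1534 genes, of which 590 increased. A correction for the share of windows across exon junctions, chosen after the data were examined, gave 1360 genes, of which 490 increased and 1167 were also called without it. Among the largest increases, LRRC4 rose from 0.0920 ± 0.130 to 2.78 ± 0.0623 cpm and SERPIND1 from 0.0884 ± 0.00501 to 1.73 ± 0.688 cpm (SD, n = 2), from counts at or below the floor in the untreated libraries. The increases of WASH7P, HSPA1B and LY75 are uncertain, because 92.5%, 73.5% and 73.6% of their 50-base windows occur in other genes. The largest decreases were in MIR3064, MIR1181, MIR614, MIR4709 and SNORD58B, short transcripts of 66 to 90 bases whose 50-base windows all occur in transcripts of other genes. No read was counted on any of them in DY131-treated DU145-Esrrb libraries. MIR3064, for example, had 6.56 ± 0.996 cpm in the untreated libraries (SD, n = 2).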

Further comparison of DU145-Esrrb cells alone to DY131-treated DU145-Esrrb cells detected 1161 altered mRNAs (861 down-regulated, 300 up-regulated). 

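Of the genes altered by DY131 in DU145-Esrrb cells, 24 were also among the 80 genes altered by Esrrb expression. The overlap was larger than chance across the tested genes (Fisher's exact test, two-sided, p = 1.38e-05). Without the filter on low counts the overlap was 38 genes, and with at least 10 counts in every library it was 12 genes. Both comparisons contain the untreated DU145-Esrrb libraries, so their errors are not independent. In 16 of the 24 genes the changes had opposite directions, and in 8 they had the same direction. These directions were kept in all 24 genes when the effect of Esrrb was taken from either DU145-Esrrb library and that of DY131 from the other. The genes were selected for changes in both comparisons, which nearly fixes this outcome, so it does not show whether the shared libraries contribute.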

15 of them overlapped with Esrrb-induced mRNA alterations (Fig. 4c, d; Table 3). We defined an Esrrb agonist as a ligand that moves the mRNA concentration in the direction as Esrrb does; and an antagonist moves the concentration in the opposite direction as Esrrb does. By comparing the trend of the altered genes induced by Esrrb expression and DY131 treatment, DY131 acts as an agonist for 4 of the 15 genes, and an antagonist for 11 of the 15 genes (Fig. 4d). 

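All 15 genes changed in the paper's directions, and 13 of them were called in both comparisons. LOC100506599 had a log2 fold change of -1.10 under Esrrb (standard error 0.31, adjusted p = 0.0602 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DDX60 had a log2 fold change of -0.997 under DY131 in DU145-Esrrb cells, just short of the fold change threshold. Its standard error was 0.31 (adjusted p = 0.0124 from the same test in edgeR with Benjamini-Hochberg adjustment). With either DY131-treated DU145-Esrrb library left out, this change was -0.64 or -1.55, so its place relative to the threshold rests on single libraries. Adjusted over the 15 genes alone, all 15 had an adjusted p under 0.05 in both comparisons. Adjusted over all tested genes, the numbers were 14 for Esrrb and 15 for DY131. With DESeq2 and Benjamini-Hochberg adjustment, the adjusted p under Esrrb was 0.106 for WDR52, 0.201 for LOC441454 and 0.121 for RARRES3, and 0.0566 for WDR52 under DY131. With the junction correction, chosen after the data were examined, DDX60 changed by -0.54 under DY131 (adjusted p = 0.156 from edgeR with Benjamini-Hochberg adjustment). The list is the paper's own selection from these libraries, so these counts show no stability. Among the genes with opposite changes, SPNS2 changed by -1.70 under Esrrb and by 1.50 under DY131, F13A1 rose by 1.45 under DY131, and PXDN by 1.48. TKTL1 changed by 1.90 and -1.32, SEMA3F by 1.27 and -1.26, and SDC2 by 1.44 and -1.04. In DU145-pc3.1 cells, where no Esrrb was introduced, the log2 fold change under DY131 was 0.11 for SPNS2, -1.10 for F13A1, -0.50 for PXDN, 1.39 for TKTL1, 0.00 for SEMA3F and 0.47 for SDC2. Among the genes with changes in the same direction, OASL changed by -1.60 and -1.25, PADI2 by -1.04 and -1.19, and RARRES3 by -1.07 and -1.64. In DU145-pc3.1 cells under DY131, these 3 genes changed by -0.66, -1.12 and -1.42, and PADI2 and RARRES3 were called there. DDX60, which also has the same direction in the paper, changed by -0.195 in these cells. It was not called there (adjusted p = 0.418 from edgeR with Benjamini-Hochberg adjustment). The interaction was -0.07 for PADI2 (adjusted p = 0.854 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For RARRES3 it was -0.22 (adjusted p = 0.745 from edgeR with Benjamini-Hochberg adjustment) and for OASL -0.59 (adjusted p = 0.105 from the same edgeR test). For DDX60 it was -0.80 (adjusted p = 0.102 from the same edgeR test). For genes with opposite changes, it was 1.38 (SPNS2), 2.55 (F13A1), 1.975 (PXDN), -2.71 (TKTL1), -1.26 (SEMA3F) and -1.51 (SDC2). Each of these had an adjusted p of at most 0.00579 from edgeR with Benjamini-Hochberg adjustment. WDR52 (1.12, adjusted p = 0.0770) and ZCWPW2 (-0.93, adjusted p = 0.0785) were not under 0.05 in that edgeR test.

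**Figure D2:**
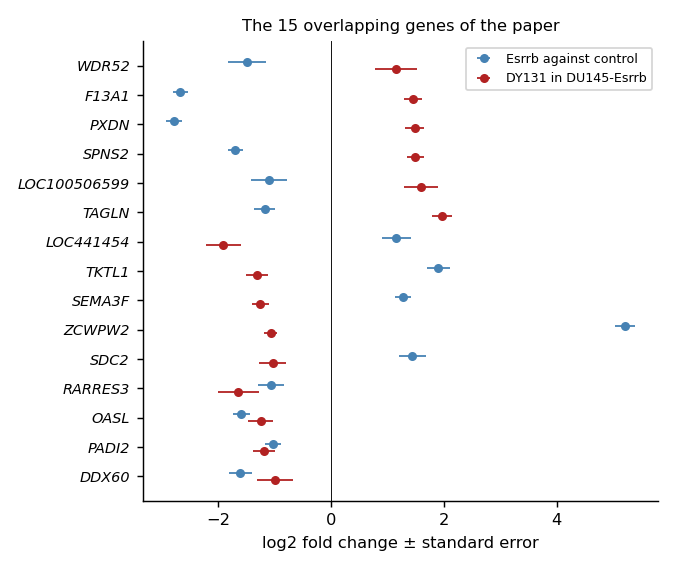
Log2 fold change with its standard error (horizontal axis) of each of the 15 genes (vertical axis) under Esrrb expression and under DY131 in DU145-Esrrb cells. In 11 genes the points of the comparisons lie on opposite sides of 0, and in 4 on the same side.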

There are another 1146 mRNAs changed with both Esrrb and DY131 treatment compared to Esrrb alone, indicating their responses is ligand-dependent (Table 3).

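Outside the genes altered by Esrrb, 1642 genes passed both thresholds under DY131 in DU145-Esrrb cells. Of these, 297 were also called under DY131 in DU145-pc3.1 cells.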

**Fig. 4:**
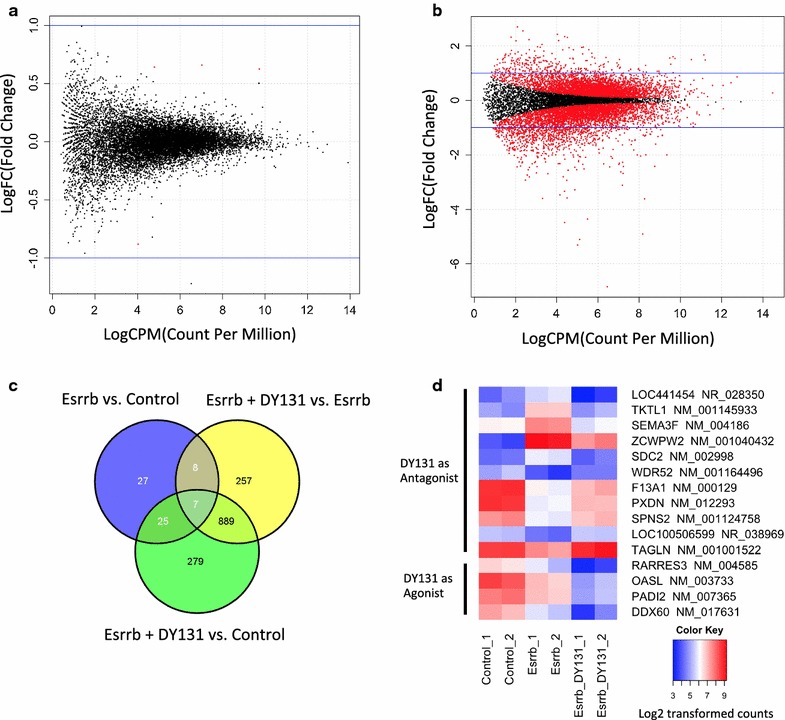
mRNA alteration by DY131 requires Esrrb expression. **a** DY131 treatment alone did not alter the expression of any gene. In contrast, when Esrrb was expressed, **b** DY131 altered 1161 mRNAs. **c** Venn Diagram of pairwise comparisons of altered mRNAs showed 15 (p = 0.0014) Esrrb altered mRNAs can be further regulated by DY131 treatment (overlap between Esrrb vs. control and Esrrb + DY131 vs. Esrrb). **d** Heat map of mRNA concentration of the 15 genes that response to both Esrrb expression as well as DY131 treatment. Log2-transformed normalized read counts of these 15 genes were color coded. DY131 is an agonist for 4 mRNAs that are responsive to Esrrb, while it is an antagonist of Esrrb in regulating the other 11 mRNAs

**Table 3:** DY131 altered mRNAs when Esrrb is expressed

Gene symbol	logFC	P value	FDR
MTRNR2L8	−6.83	0	0
MTRNR2L10	−5.31	9.85E−242	4.62E−239
SNHG5	−5.11	1.21E−277	6.66E−275
RPS29	−4.91	0	0
SEC61G	−4.48	2.94E−165	7.90E−163
RPL36A	−4.35	2.3501596881585	0.00E+00
RPL12	−3.62	0	0
TMEM212	−3.60	1.12E−56	4.20E−55
ESRG	−3.58	6.76E−114	9.61E−112
NEDD8-MDP1	−3.47	7.24E−102	7.97E−100
FOS	−3.34	2.98E−53	9.94E−52
SLIRP	−3.28	1.01E−127	1.85E−125
MTRNR2L1	−3.12	0	0
LGALS3	−2.94	3.19E−115	4.69E−113
SYTL1	−2.93	9.57E−29	1.23E−27
CLIC3	−2.80	7.42E−29	9.60E−28
WISP2	−2.80	7.36E−56	2.71E−54
ABCD3	−2.74	5.71E−21	4.79E−20
TNNT1	−2.69	4.26E−53	1.42E−51
RPL31	−2.68	0	0
ASS1	−2.66	2.78E−30	3.82E−29
EGR1	−2.63	0	0
PSMA1	−2.57	3.99E−89	3.55E−87
MRPL4	−2.56	5.21E−98	5.36E−96
ACPI	−2.55	8.68E−27	1.02E−25
USMG5	−2.54	4.08E−124	6.97E−122
CRIP1	−2.52	7.63E−155	1.76E−152
STAT4	−2.46	5.11E−22	4.64E−21
NDUFA11	−2.45	2.16E−93	2.05E−91
SCFD1	−2.44	6.21E−304	4.14E−301
CYBA	−2.44	5.78E−17	3.76E−16
NAPSA	−2.43	2.66E−17	1.77E−16
RPL13AP5	−2.43	0	0
RPL9	−2.42	0	0
TCTEX1D2	−2.41	6.26E−19	4.62E−18
MKNK2	−2.35	4.60E−83	3.57E−81
RPL18	−2.35	0	0
MUC1	−2.33	2.97E−73	1.75E−71
SEPP1	−2.33	4.57E−14	2.42E−13
PDE9A	−2.32	1.44E−65	7.05E−64
SEMA6B	−2.32	1.67E−53	5.59E−52
RPS15A	−2.30	0	0
CNTN1	−2.29	3.68E−18	2.58E−17
CA11	−2.28	8.82E−26	9.90E−25
TXN	−2.27	0	0
LOC728730	−2.26	4.28E−15	2.45E−14
GSTM1	−2.26	3.08E−39	6.17E−38
MACROD1	−2.26	5.25E−17	3.42E−16
CBLC	−2.25	5.56E−23	5.30E−22
SUCLG2	−2.24	7.28E−112	9.70E−110
PDCD4	−2.21	4.54E−103	5.13E−101
NDUFB2	−2.16	8.58E−73	4.91E−71
C4orf48	−2.16	1.10E−16	7.00E−16
PIR-FIGF	−2.15	1.69E−35	2.92E−34
DHRS3	−2.13	4.91E−20	3.92E−19
RPL38	−2.12	4.53E−247	2.20E−244
COX17	−2.11	5.14E−26	5.86E−25
NFE2	−2.10	7.00E−10	2.63E−09
RAB26	−2.09	1.66E−09	6.04E−09
NAPRT1	−2.09	1.48E−116	2.20E−114
CDK5	−2.08	1.31E−28	1.67E−27
NUCB2	−2.08	2.91E−88	2.49E−86
CEBPD	−2.07	5.29E−83	4.08E−81
DYNC2LI1	−2.07	5.50E−21	4.63E−20
RPL34	−2.06	6.26E−174	1.88E−171
SNRPF	−2.06	3.85E−103	4.39E−101
BCKDHB	−2.05	9.69E−26	1.09E−24
ANXA1	−2.04	0	0
RARS2	−2.04	4.40E−37	8.15E−36
CYP4F11	−2.04	1.11E−18	8.08E−18
SPC24	−2.03	1.42E−17	9.58E−17
PTP4A3	−2.02	4.47E−19	3.34E−18
LOC728190	−2.02	1.35E−12	6.39E−12
PSME1	−2.01	1.62E−81	1.20E−79
POLE2	−2.00	3.59E−57	1.37E−55
NSMCE4A	−2.00	1.78E−61	7.54E−60
FRA10AC1	−2.00	6.45E−43	1.50E−41
RPS12	−2.00	2.44E−295	1.47E−292
MTRNR2L2	−2.00	4.85E−167	1.33E−164
TYMP	−2.00	1.58E−35	2.74E−34
RPL11	−2.00	0	0
CCDC152	−1.99	6.61E−10	2.49E−09
MXD3	−1.96	3.65E−27	4.38E−26
IL17RC	−1.95	3.51E−23	3.39E−22
GRB7	−1.95	1.64E−32	2.49E−31
LOC441454	−1.94	8.75E−10	3.24E−09
PCCA	−1.94	1.00E−21	8.91E−21
ACBD4	−1.94	2.15E−40	4.51E−39
APLP1	−1.93	7.74E−24	7.77E−23
QARS	−1.93	2.90E−156	6.93E−154
STX8	−1.93	7.69E−26	8.67E−25
TM2D1	−1.92	8.60E−25	9.14E−24
C17orf61	−1.92	1.03E−53	3.49E−52
LOC100507156	−1.91	2.19E−24	2.27E−23
KCNAB2	−1.89	1.65E−43	3.93E−42
CERS4	−1.88	1.66E−27	2.01E−26
C18orf8	−1.86	1.06E−73	6.36E−72
NOTCH3	−1.86	1.46E−16	9.26E−16
LHPP	−1.86	1.93E−12	9.03E−12
GNG7	−1.85	2.37E−13	1.19E−12
RTN2	−1.85	2.10E−09	7.55E−09
SEMA3B	−1.84	2.45E−16	1.52E−15
IL6	−1.84	5.35E−17	3.49E−16
LOC644961	−1.84	1.43E−11	6.24E−11
JPX	−1.83	7.74E−11	3.17E−10
CHCHD6	−1.83	7.00E−19	5.14E−18
PNPLA6	−1.83	3.33E−86	2.77E−84
FBLN1	−1.82	5.31E−33	8.33E−32
SIDT2	−1.81	5.19E−40	1.07E−38
DEPTOR	−1.81	1.85E−10	7.26E−10
ZNF826P	−1.81	1.25E−08	4.21E−08
TTC39A	−1.81	4.87E−17	3.18E−16
TM7SF2	−1.81	1.91E−67	9.80E−66
ELMO3	−1.81	2.54E−22	2.33E−21
OOEP	−1.81	8.06E−10	3.00E−09
DNAJC17	−1.81	1.40E−14	7.72E−14
TCEA2	−1.80	1.83E−36	3.29E−35
SLC22A18	−1.80	1.89E−19	1.45E−18
ALDH3B1	−1.80	3.28E−68	1.70E−66
LOC100130872	−1.80	6.08E−10	2.30E−09
ETFA	−1.79	1.34E−136	2.74E−134
THYN1	−1.79	9.07E−41	1.92E−39
AKR1C3	−1.78	1.37E−10	5.47E−10
MT1F	−1.78	1.45E−08	4.86E−08
PIP5KL1	−1.78	2.53E−10	9.85E−10
ATP5D	−1.78	1.68E−44	4.13E−43
TMEM120A	−1.77	1.49E−25	1.64E−24
OSBPL5	−1.77	3.00E−09	1.06E−08
TENC1	−1.77	2.65E−18	1.89E−17
EPHX2	−1.76	3.95E−14	2.10E−13
WDR83	−1.76	4.37E−26	4.99E−25
RUVBL2	−1.75	8.63E−147	1.95E−144
KAZALD1	−1.75	6.39E−22	5.77E−21
RPA3	−1.74	6.68E−41	1.42E−39
NOXA1	−1.74	1.23E−09	4.49E−09
TMEM110-MUSTN1	−1.74	5.21E−08	1.65E−07
CACNA2D2	−1.74	8.47E−10	3.14E−09
DICER1-AS1	−1.73	5.04E−10	1.91E−09
ABHD14A-ACY1	−1.73	1.20E−36	2.19E−35
GRAMD2	−1.73	5.14E−08	1.63E−07
PPIH	−1.73	2.97E−19	2.25E−18
STXBP2	−1.73	2.73E−72	1.55E−70
C10orf10	−1.73	3.54E−21	3.02E−20
PLA2G6	−1.73	5.59E−14	2.93E−13
CHEK2	−1.72	1.79E−46	4.82E−45
SPAG4	−1.72	2.30E−15	1.34E−14
COG6	−1.71	9.36E−37	1.71E−35
TBC1D17	−1.71	7.78E−24	7.79E−23
IFT52	−1.71	6.78E−38	1.30E−36
GARNL3	−1.71	7.22E−11	2.96E−10
DLST	−1.70	2.44E−25	2.67E−24
ACSF2	−1.69	3.58E−13	1.77E−12
RYR1	−1.69	4.48E−09	1.57E−08
LOC100134713	−1.68	3.06E−12	1.41E−11
P2RY6	−1.68	7.55E−21	6.27E−20
RARRES3	−1.68	3.75E−07	1.09E−06
C11orf80	−1.67	5.34E−14	2.81E−13
ELF3	−1.67	2.30E−48	6.58E−47
ADCK4	−1.67	2.68E−40	5.60E−39
GLB1L	−1.67	5.33E−14	2.80E−13
LPPR3	−1.67	1.58E−24	1.66E−23
CDK7	−1.67	1.76E−36	3.16E−35
SLC6A3	−1.66	8.34E−08	2.58E−07
ADAM22	−1.66	2.07E−12	9.64E−12
EIF3K	−1.66	1.65E−98	1.73E−96
S100A4	−1.65	7.75E−10	2.89E−09
ANXA6	−1.65	2.84E−85	2.35E−83
IFT140	−1.65	1.33E−25	1.48E−24
PDIA5	−1.65	1.47E−23	1.44E−22
FADS3	−1.65	2.21E−48	6.32E−47
KCNK15	−1.64	4.58E−21	3.89E−20
FKBP10	−1.64	8.94E−41	1.89E−39
ACSS2	−1.64	1.07E−94	1.06E−92
GSTA4	−1.64	2.80E−31	4.04E−30
KCNMB4	−1.64	8.53E−07	2.38E−06
RPLP2	−1.63	3.48E−220	1.52E−217
UROS	−1.63	2.54E−42	5.73E−41
IFT27	−1.63	4.67E−19	3.49E−18
TRAPPC9	−1.63	6.82E−28	8.44E−27
ADAMTSL4	−1.62	5.48E−43	1.28E−41
EIF3E	−1.62	3.34E−248	1.69E−245
ACY1	−1.62	2.83E−30	3.87E−29
MT1X	−1.62	4.27E−24	4.36E−23
LOC643406	−1.61	4.55E−16	2.79E−15
FBXO36	−1.61	1.48E−14	8.12E−14
PACSIN1	−1.61	5.93E−08	1.87E−07
NIT2	−1.61	4.39E−45	1.10E−43
FUZ	−1.60	3.08E−12	1.42E−11
RPL37	−1.60	2.00E−301	1.27E−298
ALDH4A1	−1.60	2.17E−17	1.45E−16
PDCD5	−1.60	6.19E−65	2.92E−63
MFSD3	−1.60	3.51E−31	5.00E−30
EML3	−1.60	1.27E−64	5.92E−63
PSMA3	−1.60	1.93E−96	1.96E−94
TRPT1	−1.59	2.64E−23	2.56E−22
ALDH6A1	−1.59	9.68E−21	8.00E−20
LOC283038	−1.59	3.12E−11	1.32E−10
BDH2	−1.59	1.27E−17	8.59E−17
SDHB	−1.59	1.43E−70	7.78E−69
ARHGEF25	−1.59	1.35E−29	1.79E−28
CYS1	−1.58	4.38E−08	1.40E−07
C8orf45	−1.58	4.42E−08	1.41E−07
GLTSCR2	−1.57	4.94E−46	1.30E−44
JMJD8	−1.57	3.93E−28	4.90E−27
ANKRD24	−1.57	1.17E−07	3.56E−07
SNURF	−1.57	6.25E−68	3.23E−66
SNRPN	−1.57	6.43E−68	3.31E−66
RCN3	−1.57	1.28E−15	7.56E−15
LACTB2	−1.57	2.50E−78	1.75E−76
HSF4	−1.56	1.23E−13	6.27E−13
ENDOV	−1.56	4.24E−09	1.48E−08
CPT1C	−1.55	4.07E−07	1.17E−06
ITFG1	−1.55	1.10E−88	9.66E−87
IL11RA	−1.55	2.61E−11	1.12E−10
FRG1	−1.55	2.08E−08	6.87E−08
CCDC104	−1.54	8.93E−31	1.25E−29
CERS1	−1.54	4.07E−08	1.30E−07
GDF1	−1.54	4.07E−08	1.30E−07
USP4	−1.54	4.05E−13	2.00E−12
PLCD1	−1.54	6.66E−14	3.47E−13
PBXIP1	−1.54	5.25E−37	9.70E−36
NDUFC1	−1.54	1.61E−42	3.66E−41
CEP70	−1.54	5.71E−59	2.29E−57
MFSD4	−1.54	2.40E−07	7.10E−07
ARPC4-TTLL3	−1.53	3.34E−25	3.64E−24
XRCC1	−1.53	7.89E−35	1.33E−33
CLDN4	−1.52	2.47E−20	2.00E−19
VWA5A	−1.52	7.77E−10	2.90E−09
PC	−1.52	1.73E−20	1.41E−19
MMP11	−1.52	1.58E−09	5.74E−09
C9orf84	−1.52	1.04E−28	1.33E−27
SLC37A2	−1.52	1.08E−06	2.99E−06
SUPT3H	−1.52	5.13E−12	2.33E−11
SLC44A3	−1.52	1.17E−11	5.15E−11
UNC93B1	−1.52	6.48E−37	1.19E−35
SLC38A6	−1.52	1.32E−13	6.69E−13
NDUFA1	−1.51	4.88E−40	1.01E−38
TMEM205	−1.51	4.08E−37	7.58E−36
ZCRB1	−1.51	2.46E−88	2.13E−86
BRSK1	−1.50	7.65E−10	2.86E−09
HDAC5	−1.50	3.47E−33	5.53E−32
RNASEH2B	−1.50	1.90E−22	1.76E−21
CLASRP	−1.50	4.14E−23	3.98E−22
CAMK1	−1.50	1.12E−21	1.00E−20
C11orf10	−1.49	1.26E−42	2.91E−41
PRKCSH	−1.49	5.06E−129	9.41E−127
PMF1-BGLAP	−1.49	3.71E−34	6.12E−33
NFASC	−1.49	1.16E−05	2.86E−05
LTBP4	−1.49	2.21E−61	9.29E−60
LAMA5	−1.49	2.31E−160	6.08E−158
LRSAM1	−1.49	5.65E−26	6.42E−25
CTSH	−1.48	6.14E−31	8.67E−30
HEXB	−1.48	7.22E−108	8.96E−106
MGST2	−1.48	1.97E−09	7.13E−09
FAH	−1.48	8.07E−22	7.23E−21
PEX7	−1.48	2.91E−14	1.56E−13
C5	−1.48	1.05E−11	4.64E−11
ACADS	−1.48	2.02E−21	1.76E−20
IFT43	−1.47	9.38E−15	5.24E−14
JAK3	−1.47	6.46E−12	2.90E−11
MRPL39	−1.47	1.89E−45	4.88E−44
SLC43A1	−1.47	3.84E−08	1.23E−07
EFEMP2	−1.47	9.20E−07	2.56E−06
SSBP4	−1.47	1.48E−14	8.14E−14
IMMP1L	−1.47	1.82E−07	5.46E−07
GPR108	−1.47	1.33E−60	5.50E−59
WDR54	−1.46	4.01E−38	7.75E−37
ARHGAP8	−1.46	4.37E−14	2.32E−13
RPL35A	−1.46	8.72E−183	2.76E−180
GBP2	−1.46	7.43E−12	3.31E−11
TECR	−1.46	1.15E−73	6.86E−72
AUH	−1.46	1.97E−08	6.54E−08
PRR5-ARHGAP8	−1.46	1.99E−14	1.08E−13
LINC00263	−1.45	7.89E−17	5.07E−16
PDLIM2	−1.45	2.48E−44	6.06E−43
RASA2	−1.45	1.41E−19	1.09E−18
PTPN6	−1.45	1.25E−36	2.27E−35
PARL	−1.45	2.07E−65	1.00E−63
CERCAM	−1.45	1.71E−74	1.04E−72
RPL37A	−1.45	3.14E−201	1.14E−198
ARRDC3	−1.45	2.82E−84	2.26E−82
NAE1	−1.45	1.38E−78	9.72E−77
MYZAP	−1.45	7.55E−09	2.60E−08
FBXO2	−1.44	3.57E−23	3.45E−22
C1QL1	−1.44	1.45E−18	1.05E−17
FDPS	−1.44	1.12E−208	4.30E−206
FER1L4	−1.44	2.19E−34	3.63E−33
TMEM8B	−1.44	2.90E−24	3.00E−23
THOC6	−1.44	1.49E−31	2.17E−30
DMPK	−1.43	9.94E−26	1.1 IE−24
RNF181	−1.43	1.88E−42	4.26E−41
GUK1	−1.43	3.52E−94	3.37E−92
GHDC	−1.43	2.52E−15	1.47E−14
GRAMD1A	−1.43	1.76E−70	9.52E−69
SYTL2	−1.43	3.67E−25	3.98E−24
LEPR	−1.43	7.79E−22	7.01E−21
FLJ22184	−1.43	9.59E−18	6.57E−17
EXOSC9	−1.42	5.87E−47	1.59E−45
MMAB	−1.42	2.1 IE−37	4.00E−36
KRT86	−1.42	1.20E−05	2.96E−05
ABHD1	−1.42	7.52E−08	2.34E−07
HOOK2	−1.42	1.59E−22	1.48E−21
PCSK4	−1.42	1.40E−10	5.56E−10
TMC6	−1.42	1.82E−28	2.31E−27
GDPD1	−1.42	6.19E−06	1.57E−05
LRRC23	−1.42	5.41E−11	2.25E−10
PION	−1.42	3.83E−12	1.75E−11
BCL7C	−1.42	9.48E−37	1.73E−35
YPEL3	−1.41	2.79E−10	1.08E−09
RAD51B	−1.41	7.17E−15	4.03E−14
ANXA4	−1.41	3.39E−64	1.55E−62
B4GALNT4	−1.41	8.74E−13	4.18E−12
COX7B	−1.41	1.11E−66	5.56E−65
PRKCZ	−1.41	1.76E−15	1.03E−14
RAB4B	−1.41	2.43E−21	2.10E−20
C4orf34	−1.40	1.44E−38	2.81E−37
STXIO	−1.40	2.42E−15	1.41E−14
CRELD2	−1.40	5.50E−24	5.57E−23
ATP5E	−1.39	6.27E−93	5.87E−91
ESD	−1.39	1.48E−75	9.39E−74
MIA-RAB4B	−1.39	1.84E−21	1.61E−20
NDUFA13	−1.39	5.54E−58	2.17E−56
SNX14	−1.39	3.32E−75	2.09E−73
MRPL13	−1.39	2.86E−44	6.97E−43
PTPRH	−1.39	7.14E−18	4.93E−17
BBS5	−1.39	2.36E−32	3.55E−31
LMBRD1	−1.38	4.17E−25	4.50E−24
IQCH	−1.38	4.75E−08	1.51E−07
LMTK3	−1.38	4.13E−14	2.19E−13
MIR497HG	−1.38	6.24E−12	2.81E−11
C6orf70	−1.38	3.13E−25	3.41E−24
FGGY	−1.38	5.12E−07	1.46E−06
UNC5CL	−1.38	1.66E−08	5.52E−08
DUT	−1.38	8.03E−114	1.13E−111
P2RX4	−1.38	2.17E−20	1.76E−19
HHIPL2	−1.38	4.20E−06	1.09E−05
COX5A	−1.38	3.09E−79	2.21E−77
CKLF	−1.37	6.08E−34	9.94E−33
CRYZL1	−1.37	7.16E−27	8.45E−26
GSTM4	−1.37	6.05E−20	4.80E−19
DNAH14	−1.37	3.44E−11	1.45E−10
TCTN1	−1.37	6.80E−12	3.05E−11
CBX3P2	−1.36	2.01E−06	5.42E−06
PTH1R	−1.36	0.000133911	0.000291689
SEMA6C	−1.36	2.31E−09	8.29E−09
PIR	−1.36	2.10E−31	3.03E−30
DRAP1	−1.36	2.70E−101	2.90E−99
SCP2	−1.36	1.15E−12	5.47E−12
GMDS	−1.36	8.89E−18	6.10E−17
FRG1B	−1.36	9.55E−13	4.56E−12
DECR1	−1.35	4.15E−35	7.08E−34
CTAGE5	−1.35	4.25E−40	8.82E−39
NPM3	−1.35	1.82E−40	3.82E−39
AASS	−1.35	2.75E−05	6.49E−05
ZC3H6	−1.35	1.1 IE−29	1.48E−28
C6orf203	−1.35	2.06E−08	6.82E−08
ADAMTS13	−1.35	1.19E−11	5.23E−11
UBXN11	−1.35	2.01E−06	5.42E−06
C10orf54	−1.35	3.00E−63	1.32E−61
LSS	−1.35	7.02E−41	1.49E−39
KLC4	−1.35	7.74E−09	2.66E−08
ITGB3BP	−1.35	6.76E−11	2.78E−10
TKTL1	−1.35	2.72E−12	1.26E−11
C10orf55	−1.34	1.16E−63	5.16E−62
CRELD1	−1.34	1.99E−20	1.62E−19
ADSSL1	−1.34	2.20E−21	1.91E−20
ALKBH7	−1.34	1.62E−27	1.97E−26
AIFM3	−1.34	5.13E−07	1.47E−06
LLGL2	−1.34	2.44E−09	8.76E−09
SLC27A1	−1.34	1.99E−13	9.99E−13
ZBTB8OS	−1.34	5.50E−20	4.37E−19
ANKRD13D	−1.34	7.36E−25	7.86E−24
C6orf57	−1.34	3.31E−07	9.64E−07
GCAT	−1.33	8.16E−10	3.04E−09
TEX9	−1.33	1.32E−05	3.23E−05
MAP2K5	−1.33	9.00E−11	3.66E−10
SLC27A2	−1.33	2.27E−21	1.97E−20
LTBP3	−1.33	2.53E−43	5.95E−42
LOC100287559	−1.33	4.09E−05	9.47E−05
IFITM10	−1.33	9.64E−09	3.28E−08
CRYL1	−1.33	6.22E−10	2.34E−09
USH1C	−1.33	4.48E−09	1.57E−08
ZC3H12D	−1.33	0.000330901	0.000684453
ERI2	−1.32	7.33E−09	2.53E−08
TBX6	−1.32	0.000899671	0.001760238
WBSCR22	−1.32	1.53E−55	5.53E−54
GNB2L1	−1.32	2.65E−272	1.40E−269
LOC100131089	−1.32	3.24E−08	1.05E−07
EGFL7	−1.32	8.28E−37	1.52E−35
PIM3	−1.31	6.31E−67	3.18E−65
NUCB1	−1.31	1.86E−79	1.34E−77
FDXR	−1.31	1.08E−19	8.38E−19
EMID1	−1.31	2.72E−09	9.72E−09
PIBF1	−1.31	2.54E−16	1.58E−15
HIBCH	−1.30	1.13E−15	6.72E−15
RPS7	−1.30	4.23E−158	1.05E−155
BIK	−1.30	5.76E−06	1.47E−05
TCP11L2	−1.30	9.98E−07	2.77E−06
TSNAX-DISC1	−1.30	6.33E−22	5.72E−21
OMA1	−1.30	1.35E−25	1.50E−24
LOC100506990	−1.30	3.51E−09	1.24E−08
TSTD1	−1.30	7.46E−28	9.23E−27
KISS1R	−1.30	0.000386067	0.000792495
BCKDHA	−1.29	2.10E−43	4.98E−42
B9D1	−1.29	3.14E−13	1.56E−12
ZNF695	−1.29	8.45E−10	3.14E−09
TMEM63B	−1.29	2.19E−69	1.17E−67
MOSPD3	−1.29	8.70E−19	6.37E−18
RNASE4	−1.29	2.00E−27	2.42E−26
UGGT2	−1.29	6.04E−21	5.06E−20
SEMA3F	−1.29	2.32E−19	1.77E−18
RPS24	−1.29	6.92E−214	2.83E−211
DAK	−1.29	4.77E−62	2.04E−60
LOC100130691	−1.29	0.000198722	0.0004236
CTU2	−1.29	1.68E−13	8.48E−13
PLD3	−1.29	7.26E−45	1.81E−43
RHOV	−1.29	2.06E−15	1.20E−14
CHPT1	−1.29	5.19E−67	2.64E−65
ACSM3	−1.29	3.03E−11	1.29E−10
RPS25	−1.28	4.03E−185	1.31E−182
OASL	−1.28	2.48E−11	1.06E−10
RPLP1	−1.28	7.23E−219	3.05E−216
C19orf79	−1.28	2.43E−11	1.04E−10
IL20RB	−1.28	1.18E−09	4.32E−09
CACNG6	−1.28	1.23E−05	3.02E−05
TBCE	−1.28	1.40E−28	1.78E−27
FBXO16	−1.28	0.00019181	0.000409623
LOC100505549	−1.28	9.29E−06	2.31E−05
LOC100507218	−1.28	0.000213956	0.000453549
TLR5	−1.28	0.000112273	0.000247109
EML2	−1.28	1.54E−14	8.42E−14
NPM1	−1.28	3.12E−138	6.48E−136
GAA	−1.28	1.30E−32	1.99E−31
NKD2	−1.28	4.23E−10	1.61E−09
CRIP2	−1.28	8.19E−11	3.34E−10
LOC100132891	−1.27	6.71E−07	1.89E−06
ALG5	−1.27	2.16E−16	1.35E−15
PXK	−1.27	1.02E−14	5.67E−14
ADA	−1.27	6.1 IE−14	3.20E−13
GALE	−1.27	3.38E−45	8.55E−44
PHGDH	−1.27	3.96E−113	5.44E−111
CREG2	−1.27	0.000426556	0.000871508
MSLN	−1.27	2.53E−19	1.93E−18
GDPD5	−1.27	1.22E−12	5.80E−12
ITGA7	−1.27	5.07E−06	1.30E−05
LIG1	−1.27	1.36E−27	1.66E−26
LRTOMT	−1.26	4.37E−06	1.13E−05
C17orf49	−1.26	1.37E−44	3.39E−43
HMGN5	−1.26	5.93E−07	1.69E−06
LOC100505624	−1.26	4.04E−10	1.55E−09
CATSPER1	−1.25	0.000949224	0.00184719
TLE2	−1.25	2.35E−16	1.46E−15
CES3	−1.25	5.98E−07	1.70E−06
TTC35	−1.25	7.52E−30	1.01E−28
C6orf72	−1.25	2.65E−33	4.23E−32
RPS19	−1.25	1.01E−168	2.84E−166
EVI5L	−1.25	3.82E−23	3.68E−22
LOC81691	−1.25	7.76E−11	3.17E−10
PLEKHH3	−1.25	5.91E−39	1.17E−37
LOC100507501	−1.24	1.34E−06	3.67E−06
SLC25A5-AS1	−1.24	2.22E−20	1.80E−19
RPS8	−1.24	1.41E−201	5.25E−199
PPP1R7	−1.24	3.54E−37	6.58E−36
MAGED2	−1.24	4.04E−41	8.64E−40
CSTF3	−1.24	1.10E−12	5.24E−12
LINC00467	−1.24	1.39E−17	9.42E−17
MAD2L2	−1.24	4.26E−29	5.54E−28
PCCB	−1.24	2.05E−53	6.87E−52
SEZ6L2	−1.24	1.72E−27	2.09E−26
FKBP2	−1.24	8.99E−30	1.20E−28
DOCK6	−1.24	4.80E−35	8.13E−34
WIPI1	−1.24	2.07E−06	5.57E−06
ECH1	−1.23	5.12E−76	3.32E−74
OCEL1	−1.23	7.19E−14	3.74E−13
ZNF385C	−1.23	2.37E−06	6.31E−06
ATP8B3	−1.23	6.42E−24	6.47E−23
PAFAH1B2	−1.23	8.05E−25	8.57E−24
TM4SF19-TCTEX1D	−1.23	1.23E−05	3.02E−05
SRPX	−1.23	5.84E−11	2.42E−10
SLC39A11	−1.23	3.03E−21	2.60E−20
TMEM41B	−1.22	5.82E−09	2.02E−08
PADI2	−1.22	3.51E−11	1.48E−10
STX4	−1.22	8.39E−28	1.03E−26
MAP4K2	−1.22	1.86E−20	1.51E−19
PXMP4	−1.22	2.50E−07	7.39E−07
TCIRG1	−1.22	2.38E−41	5.15E−40
SERPING1	−1.22	8.23E−08	2.55E−07
IFI35	−1.22	4.92E−13	2.41E−12
DPY19L1P1	−1.22	3.99E−07	1.15E−06
MAN2B1	−1.22	5.94E−48	1.67E−46
FAF1	−1.22	5.28E−51	1.65E−49
ZDHHC1	−1.22	2.34E−06	6.25E−06
NAAA	−1.21	4.63E−11	1.93E−10
EFCAB11	−1.21	4.21E−05	9.73E−05
HSCB	−1.21	1.67E−12	7.85E−12
FBXW9	−1.21	2.21E−05	5.28E−05
ZNF467	−1.21	1.19E−09	4.36E−09
ILVBL	−1.21	1.32E−44	3.28E−43
SDR16C5	−1.21	4.72E−17	3.09E−16
IQGAP2	−1.21	6.21E−07	1.76E−06
SRGAP3	−1.21	2.76E−05	6.50E−05
EGF	−1.21	0.000108319	0.000238866
ERGIC3	−1.21	2.97E−63	1.31E−61
CYFIP2	−1.21	3.35E−14	1.79E−13
BCAS3	−1.21	5.34E−23	5.11E−22
DOCK11	−1.21	3.15E−11	1.33E−10
SLC37A1	−1.21	1.67E−07	5.02E−07
HSD17B4	−1.21	1.16E−54	4.10E−53
NT5M	−1.21	7.71E−05	0.000172918
SERINC5	−1.20	2.82E−06	7.46E−06
CCDC85B	−1.20	9.58E−95	9.54E−93
ALDH7A1	−1.20	1.18E−61	5.00E−60
OPLAH	−1.20	1.60E−21	1.41E−20
ASNS	−1.20	4.29E−106	5.17E−104
KIFAP3	−1.20	4.03E−26	4.60E−25
C1R	−1.20	2.83E−07	8.29E−07
FRY	−1.20	0.000920901	0.001797881
ANO9	−1.20	7.19E−07	2.02E−06
BCAM	−1.20	7.19E−33	1.1 IE−31
MED30	−1.20	1.06E−13	5.46E−13
LOC100127983	−1.20	6.85E−06	1.73E−05
CBS	−1.20	1.10E−55	4.00E−54
PNPLA2	−1.19	7.09E−37	1.30E−35
C1QL4	−1.19	1.08E−07	3.32E−07
LOC100129716	−1.19	0.000363791	0.000749078
ANKRD36BP2	−1.19	0.000287863	0.000599766
LCMT1	−1.19	7.16E−13	3.45E−12
SHF	−1.19	3.46E−06	9.04E−06
RABGGTA	−1.19	2.76E−10	1.07E−09
ANKRA2	−1.19	4.84E−15	2.76E−14
SYT12	−1.19	8.47E−20	6.64E−19
PYROXD2	−1.19	2.34E−06	6.25E−06
COPG2	−1.19	2.42E−35	4.16E−34
RAP1GAP	−1.19	1.26E−08	4.24E−08
LOC728743	−1.18	2.13E−05	5.11E−05
SRI	−1.18	5.42E−43	1.27E−41
DDX43	−1.18	2.82E−23	2.74E−22
PRIM1	−1.18	1.39E−29	1.85E−28
FAM125A	−1.18	2.67E−16	1.65E−15
HCFC1R1	−1.18	6.80E−52	2.20E−50
THBS3	−1.18	3.57E−18	2.51E−17
C15orf48	−1.18	6.58E−30	8.85E−29
C11orf54	−1.18	7.03E−18	4.86E−17
CTSF	−1.18	5.63E−26	6.40E−25
CDH3	−1.18	4.89E−59	1.96E−57
ULK4	−1.18	0.000777011	0.001532576
C1S	−1.17	6.98E−05	0.00015741
VSIG1	−1.17	0.000372512	0.00076579
MED25	−1.17	6.05E−19	4.47E−18
AIG1	−1.17	7.65E−17	4.93E−16
VAV1	−1.17	2.41E−14	1.30E−13
PPA2	−1.17	1.32E−33	2.13E−32
FAM98C	−1.17	5.33E−05	0.000121815
FCGRT	−1.17	1.69E−26	1.95E−25
EXOSC8	−1.17	1.71E−25	1.88E−24
TMEM160	−1.17	1.88E−11	8.15E−11
SREBF1	−1.17	2.51E−32	3.78E−31
Clorf172	−1.17	8.99E−06	2.24E−05
MSI2	−1.17	1.73E−11	7.52E−11
IMPA2	−1.17	6.70E−36	1.17E−34
IGFBP6	−1.17	1.04E−18	7.55E−18
EIF2D	−1.17	7.55E−48	2.12E−46
LTA4H	−1.16	7.60E−76	4.88E−74
ASL	−1.16	7.72E−28	9.53E−27
ETHE1	−1.16	1.72E−23	1.69E−22
RPH3AL	−1.16	4.72E−21	3.99E−20
KLHDC2	−1.16	2.62E−74	1.59E−72
FAM171A2	−1.16	2.02E−09	7.29E−09
IFT88	−1.16	2.41E−07	7.15E−07
SIGIRR	−1.16	1.53E−05	3.72E−05
SUGT1	−1.16	1.60E−19	1.23E−18
TXNIP	−1.16	3.34E−07	9.72E−07
GTF2H2D	−1.16	0.000102722	0.000227077
REEP6	−1.15	1.93E−18	1.38E−17
AAAS	−1.15	5.67E−34	9.29E−33
CDKL2	−1.15	0.000611109	0.001221929
MRC2	−1.15	2.67E−32	4.02E−31
RPN2	−1.15	4.07E−177	1.26E−174
FN3K	−1.15	5.62E−11	2.33E−10
ST14	−1.15	5.82E−11	2.41E−10
GRAPL	−1.15	0.002321122	0.004253204
CUEDC2	−1.15	2.06E−28	2.59E−27
IFI30	−1.15	1.81E−08	6.01E−08
C9orf46	−1.15	1.24E−12	5.89E−12
ABCA5	−1.15	1.85E−07	5.53E−07
RPGR	−1.15	2.48E−07	7.34E−07
PKN1	−1.15	2.23E−84	1.80E−82
ATG16L2	−1.15	1.06E−06	2.95E−06
WBSCR27	−1.15	3.77E−06	9.80E−06
LRRC45	−1.14	1.24E−17	8.40E−17
PTMS	−1.14	1.81E−79	1.31E−77
CKLF-CMTM1	−1.14	1.06E−16	6.72E−16
BTC	−1.14	3.10E−05	7.27E−05
TNFSF12-TNFS”13	−1.14	7.55E−19	5.53E−18
PREX1	−1.14	4.53E−09	1.58E−08
FGD3	−1.14	7.45E−05	0.000167354
PCIF1	−1.14	2.14E−34	3.56E−33
CALB2	−1.14	3.17E−06	8.33E−06
PTGES	−1.14	3.74E−21	3.18E−20
HES7	−1.13	0.003803794	0.00674057
FGFR4	−1.13	8.06E−24	8.07E−23
NFKBID	−1.13	0.00094651	0.001842867
BMP1	−1.13	1.37E−31	2.00E−30
MSI1	−1.13	0.002464428	0.004500152
RPS6KB2	−1.13	2.74E−20	2.21E−19
KCTD19	−1.13	3.06E−06	8.06E−06
CCDC88B	−1.13	1.55E−11	6.73E−11
SCNN1A	−1.13	4.23E−35	7.21E−34
POMGNT1	−1.13	8.85E−41	1.88E−39
HECTD2	−1.13	0.001588305	0.002987874
NUP107	−1.13	2.10E−54	7.31E−53
CXCL16	−1.13	5.14E−12	2.33E−11
GAPDHS	−1.13	0.001914622	0.003556771
CDC42BPG	−1.13	3.79E−08	1.22E−07
MLXIPL	−1.12	6.00E−06	1.53E−05
IFI27L1	−1.12	1.31E−13	6.68E−13
ABCA7	−1.12	5.03E−32	7.44E−31
CREB3L4	−1.12	8.76E−17	5.61E−16
COPE	−1.12	1.68E−31	2.44E−30
PEMT	−1.12	4.08E−08	1.31E−07
PKN3	−1.12	2.05E−12	9.57E−12
UQCRC1	−1.12	3.06E−84	2.42E−82
DNAJC4	−1.12	2.58E−15	1.50E−14
FAM175A	−1.12	3.67E−05	8.54E−05
FIBP	−1.12	1.34E−48	3.86E−47
KCNN1	−1.12	1.14E−05	2.82E−05
RQCD1	−1.12	5.66E−19	4.19E−18
JUNB	−1.11	9.88E−50	2.95E−48
ASPSCR1	−1.11	5.66E−13	2.76E−12
QPCTL	−1.11	4.68E−25	5.04E−24
CD9	−1.11	3.02E−94	2.91E−92
SH2B2	−1.11	6.68E−05	0.000151083
SSR4	−1.11	1.05E−19	8.16E−19
NDUFA2	−1.11	8.18E−19	5.99E−18
ALPK1	−1.11	1.89E−16	1.19E−15
GFM2	−1.11	1.22E−54	4.29E−53
GPCPD1	−1.11	8.79E−19	6.43E−18
NDRG2	−1.11	1.37E−06	3.74E−06
PRSS22	−1.11	0.002080435	0.003844256
MST1P9	−1.11	0.002266527	0.004161499
TRIM9	−1.11	0.000204924	0.000435644
ATP2A3	−1.11	4.09E−09	1.44E−08
TMEM161A	−1.11	2.06E−12	9.63E−12
ING4	−1.11	5.53E−08	1.75E−07
METTL5	−1.11	9.00E−34	1.46E−32
IFT74	−1.11	2.99E−11	1.27E−10
GALT	−1.10	9.23E−14	4.76E−13
ZCWPW2	−1.10	2.10E−32	3.17E−31
USH1G	−1.10	0.002619829	0.004769462
FAM162A	−1.10	1.90E−18	1.36E−17
BCL3	−1.10	3.72E−46	9.84E−45
TSPAN1	−1.10	9.28E−12	4.1 IE−11
SIPA1	−1.10	2.57E−25	2.80E−24
WDR27	−1.10	8.86E−07	2.47E−06
LOC678655	−1.10	2.98E−09	1.06E−08
MATN2	−1.10	3.00E−17	1.98E−16
SERPINI1	−1.10	7.67E−07	2.15E−06
NPRL2	−1.10	8.74E−12	3.88E−11
IRF6	−1.10	3.53E−11	1.49E−10
C17orf57	−1.10	9.25E−06	2.30E−05
HSPB11	−1.10	2.47E−11	1.06E−10
LOXL2	−1.10	2.56E−119	4.1 IE−117
GATS	−1.10	3.88E−07	1.12E−06
POLD1	−1.10	3.61E−38	6.98E−37
KREMEN2	−1.10	0.000906345	0.001771925
SH3YL1	−1.09	7.15E−18	4.93E−17
HEXDC	−1.09	3.33E−08	1.08E−07
CHIC2	−1.09	5.08E−05	0.000116308
FLJ39051	−1.09	0.000444045	0.000904903
ALKBH6	−1.09	4.88E−09	1.70E−08
MAGOH	−1.09	1.09E−14	6.06E−14
LOC100505783	−1.09	1.52E−05	3.70E−05
C16orf62	−1.09	1.35E−24	1.42E−23
GAL3ST1	−1.09	0.004091279	0.00721967
ZNF670-ZNF695	−1.09	6.71E−07	1.89E−06
UGCG	−1.09	2.19E−49	6.44E−48
AS3MT	−1.09	0.000326442	0.000675804
GRTP1	−1.09	2.37E−05	5.64E−05
AQP3	−1.09	3.02E−08	9.82E−08
TMEM45B	−1.09	7.62E−14	3.95E−13
ZP3	−1.09	2.43E−08	7.96E−08
AP4M1	−1.09	8.43E−09	2.89E−08
PLD1	−1.09	2.70E−06	7.14E−06
CCBL2	−1.09	2.76E−20	2.23E−19
NR4A1	−1.08	4.86E−21	4.10E−20
BRE	−1.08	1.97E−33	3.15E−32
PCYOX1L	−1.08	3.06E−15	1.77E−14
KIAA1456	−1.08	4.80E−05	0.000110264
AARS	−1.08	1.30E−192	4.43E−190
MRPL47	−1.08	2.55E−16	1.58E−15
ERP44	−1.08	4.10E−42	9.20E−41
ARHGEF16	−1.08	5.13E−13	2.51E−12
TP53TG1	−1.08	1.83E−05	4.40E−05
FA2H	−1.08	1.77E−08	5.89E−08
ADAM15	−1.07	4.71E−73	2.73E−71
STAG3	−1.07	0.005718352	0.00986248
PTK2B	−1.07	4.07E−14	2.16E−13
NSMCE1	−1.07	5.38E−18	3.74E−17
ATXNIO	−1.07	9.31E−82	6.97E−80
CCDC53	−1.07	3.48E−15	2.01E−14
MIPEP	−1.07	4.92E−10	1.87E−09
TNFAIP2	−1.07	1.57E−146	3.48E−144
PSMA5	−1.07	1.18E−41	2.60E−40
INSIG1	−1.07	8.19E−55	2.90E−53
KIAA1383	−1.07	4.15E−06	1.07E−05
SDC2	−1.07	3.27E−05	7.64E−05
COX5B	−1.07	7.29E−32	1.08E−30
DTX4	−1.07	2.75E−06	7.28E−06
LOC100289495	−1.07	7.59E−05	0.000170296
BIN1	−1.07	8.92E−11	3.62E−10
CLDN7	−1.07	2.52E−17	1.68E−16
LMF1	−1.07	1.18E−05	2.90E−05
C11orf93	−1.07	0.000180253	0.000386051
C1RL	−1.06	2.49E−30	3.42E−29
MTMR11	−1.06	8.82E−20	6.91E−19
CST6	−1.06	4.12E−16	2.53E−15
CRISPLD1	−1.06	1.71E−07	5.16E−07
PFKL	−1.06	3.28E−73	1.92E−71
IER5L	−1.06	1.03E−19	8.04E−19
NUDT17	−1.06	2.65E−07	7.80E−07
RABAC1	−1.06	9.34E−31	1.31E−29
ABCA2	−1.06	2.56E−49	7.50E−48
TRAP1	−1.06	1.61E−76	1.05E−74
BBS9	−1.06	1.98E−11	8.56E−11
MMP15	−1.06	3.72E−27	4.45E−26
SCPEP1	−1.06	4.13E−22	3.76E−21
TLL2	−1.06	4.28E−05	9.90E−05
VPS28	−1.06	3.44E−19	2.60E−18
TCN2	−1.06	9.31E−07	2.59E−06
HS1BP3	−1.06	5.55E−20	4.41E−19
HMG20B	−1.06	9.18E−84	7.22E−82
FUCA1	−1.06	4.76E−18	3.32E−17
ARHGEF7	−1.05	1.63E−11	7.10E−11
WDR33	−1.05	6.18E−10	2.33E−09
SYT13	−1.05	0.004669962	0.008171303
C16orf13	−1.05	3.16E−24	3.26E−23
KTN1	−1.05	6.31E−91	5.75E−89
GPX4	−1.05	4.33E−82	3.26E−80
RPS16	−1.05	2.85E−107	3.46E−105
AGXT2L2	−1.05	1.67E−12	7.88E−12
TMEM141	−1.05	1.52E−18	1.09E−17
LAMP3	−1.05	4.66E−06	1.20E−05
CDKN1C	−1.05	0.000424019	0.000866884
LOC100288846	−1.05	0.000988006	0.001917938
DHRS12	−1.05	0.008237024	0.013823818
ATP6AP1L	−1.05	0.008191315	0.013754406
ERCC2	−1.05	4.13E−23	3.98E−22
FMO5	−1.05	0.008652057	0.014449416
ULK2	−1.05	8.06E−20	6.33E−19
SMARCD3	−1.05	2.06E−08	6.82E−08
PHYHD1	−1.05	4.25E−11	1.78E−10
C10orf11	−1.05	0.003354135	0.006000913
KRTCAP3	−1.05	0.000203547	0.000433154
SRP54	−1.05	2.70E−88	2.32E−86
IMMP2L	−1.04	2.06E−07	6.13E−07
CARS	−1.04	3.50E−44	8.52E−43
RPL24	−1.04	5.98E−76	3.86E−74
GSN	−1.04	3.51E−17	2.31E−16
BAI2	−1.04	9.31E−16	5.58E−15
WDR18	−1.04	1.17E−46	3.16E−45
ZC4H2	−1.04	0.009400904	0.015597066
EIF3M	−1.04	4.78E−59	1.93E−57
SLC25A42	−1.04	7.39E−08	2.30E−07
MTHFR	−1.04	2.62E−10	1.02E−09
ABCG2	−1.04	0.003349706	0.005994684
NR1H3	−1.04	0.000505923	0.001023253
PAAF1	−1.04	2.18E−21	1.90E−20
GSTK1	−1.04	1.65E−37	3.13E−36
DEPDC4	−1.04	0.000125031	0.000273146
ZNF396	−1.04	2.31E−05	5.51E−05
BHLHE40	−1.04	2.30E−66	1.15E−64
TECPR1	−1.04	3.48E−13	1.72E−12
AMN1	−1.04	1.59E−07	4.80E−07
NTPCR	−1.04	3.26E−21	2.79E−20
MVD	−1.04	5.49E−40	1.13E−38
RRAS	−1.04	1.37E−24	1.44E−23
LOC144481	−1.03	0.001555384	0.00293074
SURF1	−1.03	1.48E−25	1.64E−24
MFF	−1.03	1.03E−98	1.09E−96
MAGED1	−1.03	3.74E−72	2.11E−70
TBL3	−1.03	7.98E−25	8.51E−24
DYX1C1	−1.03	0.000142357	0.000309076
SLC16A5	−1.03	2.35E−23	2.30E−22
GPRIN2	−1.03	1.03E−10	4.17E−10
LOC100130015	−1.03	2.39E−07	7.07E−07
DDX60	−1.03	0.000267213	0.000559136
MITD1	−1.03	1.44E−11	6.27E−11
RBP1	−1.03	0.006467371	0.011039757
TBCA	−1.03	5.18E−33	8.15E−32
ICAM5	−1.03	5.23E−14	2.75E−13
TNFRSF10C	−1.03	0.00023491	0.000494816
CPE	−1.03	7.1 IE−14	3.70E−13
ANK2	−1.03	3.67E−11	1.54E−10
C22orf26	−1.03	0.000452354	0.000920647
SNX2	−1.03	6.73E−33	1.04E−31
ANXA3	−1.03	1.06E−78	7.48E−77
C15orf58	−1.02	0.00133034	0.002534258
RBX1	−1.02	1.31E−21	1.16E−20
ABCD1	−1.02	4.71E−08	1.50E−07
P4HA3	−1.02	0.000276213	0.00057711
KRBA2	−1.02	0.004111753	0.007253308
GLS2	−1.02	0.000259768	0.000544639
ENDOG	−1.02	5.93E−08	1.87E−07
COX7C	−1.02	6.09E−67	3.08E−65
C8orf59	−1.02	2.88E−20	2.32E−19
RAB11FIP4	−1.02	6.08E−09	2.11E−08
CDKL1	−1.02	8.11E−06	2.03E−05
LOC100133957	−1.02	0.001919501	0.003564787
DENND1A	−1.02	5.20E−33	8.18E−32
TRAM1	−1.02	1.47E−76	9.69E−75
UPK3B	−1.02	9.22E−07	2.56E−06
ANKRD29	−1.02	1.13E−27	1.38E−26
CHMP5	−1.02	7.09E−56	2.61E−54
CCDC125	−1.02	4.05E−07	1.17E−06
MEF2BNB-MEF2B	−1.01	0.000476068	0.000966579
PTPRE	−1.01	2.62E−47	7.25E−46
MAGIX	−1.01	0.012672093	0.020531485
MDP1	−1.01	0.000316356	0.000656213
SEMA4G	−1.01	2.18E−21	1.90E−20
TRMT11	−1.01	7.49E−10	2.80E−09
TNFRSF9	−1.01	0.001333696	0.002540269
AMZ2P1	−1.01	1.77E−07	5.32E−07
C7orf10	−1.01	0.000709162	0.001406426
PRPF40B	−1.01	5.32E−24	5.39E−23
NCOA7	−1.01	8.97E−40	1.84E−38
MPND	−1.01	0.000182363	0.000390505
C17orf28	−1.01	1.33E−07	4.04E−07
PFDN5	−1.01	1.94E−57	7.44E−56
VWA1	−1.01	1.13E−18	8.22E−18
VPS33B	−1.01	4.79E−11	2.00E−10
PHYHIP	−1.00	2.49E−07	7.35E−07
SUSD2	−1.00	2.55E−29	3.35E−28
CCNA1	−1.00	1.64E−08	5.47E−08
GAMT	−1.00	4.53E−10	1.72E−09
SLC44A2	−1.00	2.72E−41	5.85E−40
ODF2L	−1.00	2.38E−16	1.48E−15
HIST1H1C	−1.00	2.07E−43	4.93E−42
TAF10	−1.00	6.64E−28	8.23E−27
AKT3	−1.00	7.55E−14	3.92E−13
MACROD2	−1.00	0.008868792	0.014782098
ADAM23	−1.00	1.90E−08	6.31E−08
COQ6	−1.00	2.59E−13	1.29E−12
DLEU2	−1.00	0.005572257	0.009628891
CAT	−1.00	1.55E−30	2.14E−29
MSMO1	−1.00	4.14E−33	6.57E−32
LOC100506334	−1.00	3.11E−06	8.17E−06
TARS2	−1.00	2.70E−38	5.25E−37
P4HTM	−1.00	1.17E−15	6.93E−15
EBF4	−1.00	0.001175315	0.002258326
ARHGEF26-AS1	−1.00	0.000118469	0.000259887
OSGEPL1	−1.00	1.23E−11	5.41E−11
PPFIA3	−1.00	2.52E−05	5.96E−05
C19orf71	−1.00	1.03E−05	2.56E−05
CECR2	−1.00	0.000117675	0.000258236
NAT14	−0.99	1.20E−13	6.15E−13
FADS2	−0.99	2.47E−79	1.77E−77
CALCOCOl	−0.99	3.84E−18	2.69E−17
APOL1	−0.99	0.000590629	0.001183409
ITFG3	−0.99	2.53E−39	5.08E−38
KDELC1	−0.99	1.11E−06	3.05E−06
RPL3	−0.99	1.72E−158	4.35E−156
PLCL2	0.99	1.02E−08	3.47E−08
AOC2	0.99	5.20E−07	1.48E−06
ZBTB2	0.99	3.55E−64	1.61E−62
LOC387647	0.99	2.94E−28	3.68E−27
GDF11	0.99	1.84E−42	4.17E−41
LOC100130992	0.99	6.14E−14	3.21E−13
ZNF407	0.99	1.38E−21	1.22E−20
LOC100288615	0.99	2.15E−11	9.26E−11
TEX15	0.99	1.21E−49	3.59E−48
PMS2P5	0.99	2.22E−10	8.68E−10
TSPYL4	1.00	3.02E−31	4.33E−30
FICD	1.00	4.01E−07	1.16E−06
ZNF587	1.00	3.63E−30	4.94E−29
ANKRD50	1.00	4.80E−50	1.46E−48
NR5A2	1.00	3.61E−06	9.42E−06
ZBTB40	1.00	9.91E−30	1.32E−28
SLAMF7	1.00	1.57E−11	6.83E−11
LOC100129046	1.00	2.73E−07	8.03E−07
PHLPP2	1.00	2.77E−38	5.37E−37
ZNF267	1.00	7.57E−20	5.95E−19
FLNC	1.00	9.43E−158	2.29E−155
ZNF850	1.00	1.62E−14	8.85E−14
HOXB6	1.00	7.96E−27	9.37E−26
RNF34	1.00	6.70E−44	1.61E−42
FOXO3	1.01	5.30E−30	7.17E−29
HUS1	1.01	1.05E−20	8.65E−20
ZNF185	1.01	1.74E−82	1.33E−80
GJA1	1.01	6.19E−16	3.75E−15
AP1S2	1.01	1.54E−19	1.19E−18
TUBB2A	1.01	9.33E−18	6.40E−17
IL16	1.01	0.000167472	0.000360202
ZNF799	1.02	1.30E−09	4.76E−09
LOC100505648	1.02	0.000565896	0.001136915
FAM160A1	1.02	0.004606923	0.008071049
KCTD7	1.02	8.21E−16	4.95E−15
ZNF271	1.02	7.41E−78	5.06E−76
LOC401588	1.02	7.86E−08	2.44E−07
EIF5A	1.02	1.72E−190	5.72E−188
ABHD16B	1.02	1.13E−13	5.79E−13
NBPF15	1.03	4.54E−51	1.43E−49
LOC283922	1.03	0.001810781	0.003376264
GDAP1	1.03	2.93E−52	9.56E−51
KANSL1	1.03	2.80E−09	9.97E−09
HOXB5	1.03	4.62E−16	2.83E−15
LRRC37A4P	1.03	4.01E−19	3.00E−18
RCBTB2	1.04	0.003040041	0.005483952
MYB	1.04	7.95E−05	0.000177891
SLC35F3	1.04	4.08E−27	4.87E−26
LOC100287314	1.04	0.00752343	0.012712245
ZNF33A	1.04	7.90E−65	3.71E−63
TARDBP	1.04	2.43E−135	4.87E−133
FLJ42627	1.04	3.98E−10	1.52E−09
ZNF239	1.04	4.56E−32	6.76E−31
FAM86DP	1.04	1.66E−10	6.54E−10
IL1RL1	1.04	1.54E−08	5.17E−08
ZNF655	1.05	2.40E−34	3.98E−33
ZNF114	1.05	3.01E−18	2.13E−17
FAM35A	1.05	9.15E−46	2.38E−44
SIX2	1.05	0.000341596	0.000705559
ETS1	1.05	3.20E−96	3.24E−94
ERVK13-1	1.05	7.87E−08	2.45E−07
LOC100288123	1.05	0.003598851	0.006403414
SPATA13	1.05	5.28E−19	3.92E−18
PTGER2	1.06	9.55E−10	3.53E−09
METTL12	1.06	1.30E−08	4.37E−08
GNB3	1.06	0.000318505	0.000659914
NOG	1.06	0.001463904	0.002772409
LOC100379224	1.06	1.78E−12	8.34E−12
ZNF514	1.06	2.92E−18	2.07E−17
LOC100506649	1.06	1.27E−46	3.41E−45
CHORDC1	1.07	1.72E−57	6.60E−56
CDKN1A	1.07	7.51E−66	3.68E−64
ARMCX4	1.07	1.38E−14	7.62E−14
NBPF1	1.07	1.78E−24	1.86E−23
TJP2	1.07	8.04E−145	1.75E−142
LOC147804	1.07	1.07E−13	5.51E−13
PRDM13	1.07	2.87E−07	8.40E−07
SON	1.07	2.20E−170	6.31E−168
EPHB2	1.07	6.87E−09	2.37E−08
POM121C	1.08	7.93E−52	2.55E−50
ZNF443	1.08	2.53E−07	7.47E−07
JRK	1.08	7.15E−24	7.18E−23
KBTBD8	1.08	0.000226507	0.000478711
ASB16	1.08	1.81E−06	4.90E−06
FAM86B1	1.08	4.25E−08	1.36E−07
CREB5	1.08	8.91E−16	5.35E−15
VAMP1	1.08	4.97E−14	2.62E−13
USP32P1	1.08	3.37E−24	3.47E−23
IRGQ	1.08	4.72E−37	8.74E−36
RPS26	1.09	8.51E−106	1.02E−103
CLCN4	1.09	2.07E−11	8.92E−11
DPY19L2	1.09	1.60E−06	4.36E−06
TMPPE	1.10	0.000159821	0.000344921
RP9P	1.10	1.53E−14	8.36E−14
ZNF600	1.10	2.10E−16	1.32E−15
C17orf51	1.10	5.46E−47	1.48E−45
ABL2	1.10	6.59E−118	1.02E−115
ZRSR2	1.11	1.52E−05	3.70E−05
ATAD3B	1.11	3.55E−17	2.34E−16
ZBTB26	1.11	5.88E−14	3.08E−13
LOC100527964	1.11	0.000167054	0.00035964
RASSFIO	1.11	0.001652544	0.003100419
WDR52	1.12	0.001376432	0.002616151
ENTPD7	1.12	2.86E−59	1.16E−57
KLHL21	1.12	1.76E−47	4.90E−46
SERPINB7	1.13	5.41E−06	1.39E−05
TFCP2L1	1.13	4.61E−16	2.82E−15
RFTN1	1.13	4.04E−18	2.83E−17
PTHLH	1.13	1.75E−07	5.26E−07
C10rf216	1.13	3.58E−29	4.66E−28
MGC57346	1.13	1.40E−09	5.11E−09
MALAT1	1.14	3.24E−113	4.51E−111
NSUN5P1	1.14	1.10E−06	3.03E−06
C3orf52	1.14	8.59E−13	4.12E−12
MRPS25	1.14	4.61E−67	2.35E−65
C11orf41	1.14	1.89E−08	6.29E−08
EPHA4	1.14	1.27E−05	3.12E−05
LOC283624	1.14	1.05E−22	9.88E−22
FRMD6	1.15	1.79E−118	2.83E−116
XRCC2	1.15	5.36E−36	9.41E−35
ATF5	1.15	7.98E−35	1.34E−33
NOV	1.15	0.000586861	0.00117642
RPL23AP64	1.15	0.000182902	0.00039146
FGF5	1.15	7.83E−05	0.00017528
DNAH17	1.16	5.10E−06	1.31E−05
PPARGC1B	1.16	8.77E−12	3.89E−11
PEA15	1.16	1.76E−127	3.19E−125
MIR22HG	1.16	1.55E−27	1.89E−26
LOC219731	1.16	5.88E−05	0.000133586
SLC7A2	1.16	4.67E−05	0.000107518
ZEB1	1.16	2.44E−37	4.58E−36
MOB3C	1.17	1.91E−22	1.77E−21
SBDSP1	1.17	6.56E−27	7.74E−26
LCAT	1.17	3.08E−08	9.99E−08
HBEGF	1.17	2.63E−45	6.70E−44
MGC70870	1.17	1.69E−109	2.14E−107
CDC42EP2	1.18	6.61E−33	1.03E−31
LOC440300	1.18	1.60E−20	1.31E−19
TMED10P1	1.19	1.35E−14	7.42E−14
B3GALT5	1.19	0.000161499	0.000348482
BMPER	1.19	4.12E−14	2.19E−13
HERC2P7	1.19	1.08E−15	6.44E−15
SEMA3A	1.20	3.81E−10	1.46E−09
HNRNPU-AS1	1.20	1.86E−28	2.35E−27
C20orf118	1.20	1.01E−08	3.43E−08
LOC154761	1.21	1.58E−05	3.84E−05
BTBD6	1.21	3.31E−124	5.74E−122
ALG10	1.21	3.97E−15	2.28E−14
LINC00338	1.22	2.07E−17	1.38E−16
RPL23AP7	1.22	5.87E−08	1.85E−07
CLDN15	1.22	3.94E−17	2.60E−16
TUBA4A	1.22	3.74E−64	1.69E−62
ZNF860	1.22	8.13E−19	5.96E−18
NBPFIO	1.23	1.33E−13	6.78E−13
EFNB2	1.23	5.00E−20	3.98E−19
C15orf52	1.24	3.83E−77	2.56E−75
RRS1	1.24	1.88E−119	3.05E−117
OXTR	1.24	1.09E−16	6.95E−16
CRMP1	1.25	1.15E−06	3.18E−06
ZNF440	1.25	3.58E−18	2.52E−17
EIF4EBP3	1.26	0.000648201	0.001292417
DUSP7	1.26	1.51E−29	1.99E−28
EXOG	1.26	8.37E−22	7.50E−21
MAMLD1	1.27	1.94E−25	2.14E−24
SMPD3	1.27	6.68E−09	2.31E−08
PNN	1.28	1.20E−105	1.42E−103
PMEPA1	1.28	1.35E−87	1.14E−85
SCARF1	1.29	2.58E−10	1.00E−09
LOC100505815	1.29	1.06E−07	3.24E−07
FBXL19-AS1	1.29	1.55E−13	7.86E−13
HIST1H4H	1.29	1.12E−08	3.80E−08
TUBB	1.30	1.63E−74	9.98E−73
LOC100289230	1.30	0.000190102	0.000406114
FAM111B	1.30	2.83E−117	4.27E−115
ZNF33B	1.30	1.31E−57	5.07E−56
ZNF121	1.30	1.57E−28	1.99E−27
ZNF780A	1.30	1.31E−25	1.45E−24
NEFM	1.30	2.06E−10	8.07E−10
DGCR11	1.30	1.08E−13	5.52E−13
ST20	1.31	5.79E−08	1.83E−07
ADAM1	1.32	7.15E−10	2.68E−09
SRSF1	1.32	1.55E−170	4.54E−168
LOC642846	1.33	2.29E−09	8.22E−09
LOC730755	1.33	4.02E−07	1.16E−06
ZNF594	1.33	2.96E−18	2.10E−17
ITGA2	1.33	7.36E−102	8.02E−100
RRN3P3	1.33	4.14E−10	1.58E−09
MXD1	1.34	2.31E−28	2.90E−27
PKI55	1.35	3.94E−10	1.51E−09
LOC100507433	1.35	9.28E−07	2.58E−06
PPAPDC1A	1.35	5.00E−27	5.95E−26
PIGW	1.35	7.76E−78	5.28E−76
NBPF9	1.35	3.18E−46	8.45E−45
ZNF782	1.36	4.73E−11	1.97E−10
RRP7B	1.36	4.18E−08	1.33E−07
MICA	1.36	1.68E−22	1.56E−21
SCARNA12	1.36	4.69E−05	0.000108075
DDX12P	1.36	1.67E−09	6.07E−09
RPSAP9	1.36	5.75E−08	1.81E−07
PLEKHM1	1.37	2.14E−08	7.05E−08
CLDN1	1.37	1.78E−123	2.99E−121
TUBB1	1.37	1.35E−07	4.10E−07
SERHL	1.37	2.41E−09	8.64E−09
YY2	1.38	1.99E−15	1.16E−14
LOC344595	1.38	8.64E−13	4.14E−12
LOC654342	1.39	1.44E−08	4.83E−08
HCN2	1.39	1.10E−05	2.71E−05
TSSK2	1.39	5.96E−06	1.52E−05
SERTAD4	1.40	4.02E−18	2.81E−17
PTGDR2	1.40	1.65E−14	8.98E−14
HTR7P1	1.40	5.99E−16	3.63E−15
C10rf63	1.41	2.97E−32	4.44E−31
OBFC2A	1.41	1.26E−72	7.20E−71
ICOSLG	1.41	3.58E−23	3.46E−22
PPP1R3E	1.42	8.05E−22	7.22E−21
F13A1	1.42	1.56E−21	1.37E−20
WASH1	1.43	1.32E−13	6.69E−13
GNRH1	1.43	7.51E−09	2.59E−08
TLR2	1.44	2.19E−07	6.50E−07
PXDN	1.45	2.57E−18	1.83E−17
LOX	1.45	4.42E−65	2.1 IE−63
EIF3C	1.46	6.70E−21	5.60E−20
EIF3CL	1.46	6.74E−21	5.62E−20
DHRS4L2	1.46	4.24E−11	1.78E−10
CD274	1.46	6.02E−65	2.85E−63
LOC646329	1.46	4.89E−07	1.40E−06
ZNF767	1.46	6.55E−20	5.19E−19
SPNS2	1.46	4.72E−21	3.99E−20
LOC401431	1.47	1.10E−13	5.62E−13
SHISA7	1.47	1.52E−07	4.60E−07
WASH3P	1.47	1.01E−15	6.05E−15
C12orf34	1.47	6.88E−13	3.32E−12
LOC728643	1.47	6.16E−10	2.32E−09
PI4KAP1	1.48	3.1 IE−15	1.80E−14
HSPA8	1.48	0	0
BCL2A1	1.48	1.71E−11	7.41E−11
ADAMTS6	1.49	3.58E−06	9.33E−06
SPIN2B	1.49	1.12E−09	4.12E−09
TUBAIB	1.49	4.03E−278	2.32E−275
TNFAIP3	1.50	3.05E−159	7.86E−157
CCDC39	1.50	3.75E−05	8.72E−05
WASH5P	1.51	3.91E−50	1.19E−48
SPHK1	1.52	4.08E−27	4.87E−26
ZNF417	1.53	1.87E−17	1.25E−16
LOC100289019	1.53	3.60E−10	1.38E−09
TUBA1C	1.54	0	0
BMS1P5	1.54	2.70E−06	7.16E−06
BMS1P1	1.54	2.71E−06	7.17E−06
SHISA9	1.54	1.40E−48	4.04E−47
SOX9	1.54	1.14E−50	3.52E−49
ENC1	1.55	3.65E−104	4.24E−102
PLEKHA8P1	1.55	4.63E−10	1.76E−09
NEAT1	1.55	2.74E−226	1.24E−223
LOC100506123	1.55	6.41E−12	2.88E−11
LOC100506599	1.56	1.30E−08	4.37E−08
FOXO3B	1.56	4.19E−17	2.76E−16
PDIA3P	1.56	1.88E−19	1.44E−18
MMP1	1.56	6.14E−19	4.53E−18
FERMT1	1.57	9.62E−144	2.06E−141
NPTX2	1.57	2.39E−07	7.07E−07
MSTO2P	1.58	3.96E−15	2.27E−14
ZFP112	1.58	2.53E−18	1.80E−17
AFG3L1P	1.59	3.41E−74	2.05E−72
TFRC	1.60	1.56E−210	6.16E−208
SPRN	1.63	3.15E−21	2.70E−20
LOC100133091	1.64	4.17E−08	1.33E−07
GKN2	1.64	1.01E−19	7.88E−19
LOC100272217	1.64	8.20E−08	2.54E−07
LOC100132247	1.66	1.26E−11	5.53E−11
UBC	1.67	0	0
LOC440894	1.69	4.98E−07	1.42E−06
HERC2P2	1.70	1.86E−84	1.51E−82
CBWD2	1.70	2.67E−09	9.56E−09
DQX1	1.71	1.13E−10	4.53E−10
CHRM3	1.72	1.40E−14	7.68E−14
TMEM158	1.72	1.85E−29	2.44E−28
G0S2	1.73	4.26E−70	2.29E−68
LOC100288778	1.77	5.61E−13	2.74E−12
CCZ1	1.81	6.97E−29	9.02E−28
GPR89A	1.81	6.1 IE−21	5.12E−20
DOK3	1.83	1. OOE−10	4.05E−10
C6orf141	1.85	7.97E−58	3.1 IE−56
NAV3	1.85	1.21E−68	6.33E−67
HERC2P9	1.85	9.07E−20	7.09E−19
GOLGA8B	1.86	5.17E−113	7.03E−111
OPHN1	1.93	1.05E−64	4.92E−63
TAGLN	1.94	2.23E−95	2.24E−93
PRG4	1.95	6.72E−29	8.72E−28
NBPF16	1.95	1.02E−114	1.48E−112
AGAP6	1.96	2.09E−25	2.30E−24
PFN1P2	2.05	1.19E−30	1.65E−29
PPP1R11	2.18	2.28E−16	1.42E−15
HMGA2	2.19	7.78E−56	2.85E−54
SRSFIO	2.22	1.64E−22	1.53E−21
GOLGA8A	2.30	1.62E−88	1.41E−86
LOC100216001	2.32	1.88E−13	9.49E−13
NBPF14	2.34	4.08E−85	3.35E−83
LOC284454	2.42	2.30E−69	1.22E−67
ESM1	2.55	6.08E−25	6.53E−24
LOC613037	2.70	2.83E−23	2.74E−22

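Gene sets were fixed by their symbols before the data were examined, and their changes under DY131 in DU145-Esrrb cells were tested with limma's camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 4 sets. The sets were chosen from the paper's gene ontology results on these same libraries, so they are no independent check of those results. The median log2 fold change of all tested genes was -0.00. The 466 tested zinc finger genes with a ZNF symbol, which stand for regulation of transcription, had a median of 0.39. Of these, 377 increased (adjusted p = 2.36e-11 by limma's camera with Benjamini-Hochberg adjustment). The 79 ribosomal protein genes had a median of -0.68, and 8 of them increased (adjusted p = 1.54e-16 by limma's camera with Benjamini-Hochberg adjustment). The 93 genes of oxidative phosphorylation had a median of -0.37, and 23 of them increased (adjusted p = 2.50e-06 by limma's camera with Benjamini-Hochberg adjustment). This set was picked by the start of the symbols, so it also holds assembly factors (NDUFAF genes) and COX4NB. With the inter-gene correlation estimated from the data, the Benjamini-Hochberg adjusted p from limma's camera was 0.207 for both the ribosomal protein and the oxidative phosphorylation genes and 0.00572 for the zinc finger genes. At the thresholds for single genes, 37 zinc finger, 26 ribosomal protein and 14 oxidative phosphorylation genes were called. A median of 5.62% of the 50-base windows cross an exon junction in the zinc finger genes, 27.7% in the ribosomal protein genes and 19.8% in the oxidative phosphorylation genes. After the correction for this share, the medians were 0.29, -0.32 and -0.15, against 0.09 for all tested genes. In DU145-pc3.1 cells under DY131, the medians were -0.01, -0.23 and -0.07.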

GO analysis showed Esrrb-dependent DY131 up-regulated genes were important for regulation of transcription, regulation of apoptosis and proliferation, and a majority of down-regulated genes are related to oxidation and reduction, metabolism and translation elongation (Table 4; Additional file 1: Table S1).

**Table 4:** Gene ontology analysis of Esrrb-dependent DY131-altered genes

Term (down-regulated genes)	Count	P value
GO:0042273 ~ ribosomal large subunit biogenesis	4	0.007
GO:0006297 ~ nucleotide-excision repair, DNA gap filling	4	0.032
GO:0006541 ~ glutamine metabolic process	4	0.042
GO:0009083 ~ branched chain family amino acid catabolic process	5	0.001
GO:0042274 ~ ribosomal small subunit biogenesis	5	0.001
GO:0009081 ~ branched chain family amino acid metabolic process	5	0.004
GO:0006904 ~ vesicle docking during exocytosis	5	0.016
GO:0048278 ~ vesicle docking	5	0.021
GO:0006958 ~ complement activation, classical pathway	5	0.031
GO:0022406 ~ membrane docking	5	0.038
GO:0002455 ~ humoral immune response mediated by circulating immunoglobulin	6	0.008
GO:0009060 ~ aerobic respiration	6	0.014
GO:0006635 ~ fatty acid beta-oxidation	7	0.001
GO:0009062 ~ fatty acid catabolic process	7	0.003
GO:0019395 ~ fatty acid oxidation	7	0.005
GO:0034440 ~ lipid oxidation	7	0.005
GO:0033559 ~ unsaturated fatty acid metabolic process	7	0.019
GO:0009064 ~ glutamine family amino acid metabolic process	7	0.020
GO:0019228 ~ regulation of action potential in neuron	7	0.024
GO:0006289 ~ nucleotide-excision repair	7	0.026
GO:0051591 ~ response to cAMP to cAMP	8	0.002
GO:0006800 ~ oxygen and reactive oxygen species metabolic process	8	0.021
GO:0001508 ~ regulation of action potential	8	0.023
GO:0009566 ~ fertilization	8	0.046
GO:0044242 ~ cellular lipid catabolic process	9	0.013
GO:0007160 ~ cell–matrix adhesion	9	0.032
GO:0060627 ~ regulation of vesicle-mediated transport	9	0.046
GO:0009063 ~ cellular amino acid catabolic process	10	0.002
GO:0045333 ~ cellular respiration	10	0.020
GO:0007568 ~ aging	10	0.040
GO:0016485 ~ protein processing	10	0.044
GO:0006364 ~ rRNA processing	11	0.005
GO:0016072 ~ rRNA metabolic process	11	0.007
GO:0006887 ~ exocytosis	11	0.022
GO:0009310 ~ amine catabolic process	12	0.000
GO:0008203 ~ cholesterol metabolic process	12	0.001
GO:0016125 ~ sterol metabolic process	12	0.003
GO:0042391 ~ regulation of membrane potential	12	0.024
GO:0015980 ~ energy derivation by oxidation of organic compounds	12	0.038
GO:0042254 ~ ribosome biogenesis	13	0.005
GO:0016053 ~ organic acid biosynthetic process	14	0.013
GO:0046394 ~ carboxylic acid biosynthetic process	14	0.013
GO:0022613 ~ ribonucleoprotein complex biogenesis	14	0.038
GO:0016042 ~ lipid catabolic process	15	0.013
GO:0006457 ~ protein folding	15	0.016
GO:0034470 ~ ncRNA processing	15	0.025
GO:0022900 ~ electron transport chain	16	0.000
GO:0032940 ~ secretion by cell	16	0.026
GO:0016054 ~ organic acid catabolic process	17	0.000
GO:0046395 ~ carboxylic acid catabolic process	17	0.000
GO:0034660 ~ ncRNA metabolic process	19	0.008
GO:0006631 ~ fatty acid metabolic process	21	0.000
GO:0046903 ~ secretion	22	0.014
GO:0006414 ~ translational elongation	25	0.000
GO:0008610 ~ lipid biosynthetic process	26	0.002
GO:0006091 ~ generation of precursor metabolites and energy	31	0.000
GO:0006412 ~ translation	38	0.000
GO:0016192 ~ vesicle-mediated transport	39	0.003
GO:0055114 ~ oxidation reduction	54	0.000

Term (up-regulated genes)	Count	P value
GO:0002220 ~ innate immune response activating cell surface receptor signaling pathway	2	0.045
GO:0048712 ~ negative regulation of astrocyte differentiation	2	0.045
GO:0000724 ~ double-strand break repair via homologous recombination	3	0.020
GO:0000725 ~ recombinational repair	3	0.020
GO:0045987 ~ positive regulation of smooth muscle contraction	4	0.001
GO:0045933 ~ positive regulation of muscle contraction	4	0.002
GO:0006940 ~ regulation of smooth muscle contraction	4	0.009
GO:0050768 ~ negative regulation of neurogenesis	4	0.015
GO:0010721 ~ negative regulation of cell development	4	0.018
GO:0006937 ~ regulation of muscle contraction	4	0.050
GO:0048704 ~ embryonic skeletal system morphogenesis	5	0.004
GO:0048706 ~ embryonic skeletal system development	5	0.012
GO:0031344 ~ regulation of cell projection organization	5	0.019
GO:0007411 ~ axon guidance	5	0.035
GO:0051258 ~ protein polymerization	6	0.000
GO:0043623 ~ cellular protein complex assembly	6	0.039
GO:0050767 ~ regulation of neurogenesis	6	0.042
GO:0048705 ~ skeletal system morphogenesis	7	0.002
GO:0060284 ~ regulation of cell development	7	0.031
GO:0007018 ~ microtubule-based movement	8	0.000
GO:0051960 ~ regulation of nervous system development	8	0.007
GO:0006916 ~ anti-apoptosis	8	0.010
GO:0007017 ~ microtubule-based process	8	0.027
GO:0001501 ~ skeletal system development	9	0.031
GO:0006917 ~ induction of apoptosis	9	0.031
GO:0012502 ~ induction of programmed cell death	9	0.032
GO:0045596 ~ negative regulation of cell differentiation	10	0.001
GO:0040008 ~ regulation of growth	10	0.017
GO:0043066 ~ negative regulation of apoptosis	10	0.021
GO:0043069 ~ negative regulation of programmed cell death	10	0.023
GO:0060548 ~ negative regulation of cell death	10	0.023
GO:0022403 ~ cell cycle phase	10	0.049
GO:0006928 ~ cell motion	12	0.021
GO:0042127 ~ regulation of cell proliferation	17	0.018
GO:0042981 ~ regulation of apoptosis	18	0.011
GO:0043067 ~ regulation of programmed cell death	18	0.012
GO:0010941 ~ regulation of cell death	18	0.012
GO:0006355 ~ regulation of transcription, DNA-dependent	29	0.047
GO:0051252 ~ regulation of RNA metabolic process	30	0.038
GO:0006350 ~ transcription	43	0.000
GO:0045449 ~ regulation of transcription	48	0.001

## Discussion

Esrrb has gained lots of attention in recent years because of its biological function in stem cells and its ability to reprogram somatic cells to iPSC with *oct4* and *sox2* [6, 13, 17–21]. Several other functions of Esrrb have also been discovered including alteration of energy balance, estrogen receptor and glucocorticoid receptor transcription function modulation, Keap1-Nrf2 signaling inhibition, and tumorigenesis in prostate cancer and endometrial adenocarcinoma [9–12, 22–25]. But transcriptome-wide Esrrb function and Esrrb-regulated genes in cancer cells are not well studied.

Esrrb was reported by Chan et al. as a tumor suppressor in DU145 and LNCaP prostate cancer cells using both in vitro and in vivo models [9]. Expression of Esrrb induced *p21*/*cdkn1a* by directly binding to an ERRE in *p21*/*cdkn1a*’s promoter, arrested cell cycle at S-phase, and significantly inhibited cell growth [9, 26]. Interestingly, we did not find p21/cdkn1a up-regulation after Esrrb expression alone, but after we treated DU145 cells with 3 μM DY131, we observed a significant increase of *p21*/*cdkn1a* mRNA (Table 3; Additional file 2: Figure S1). 

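CDKN1A (NM_000389, chromosome 6 of GRCh38 from 36676460 to 36687339) was at 63.5 ± 0.309 cpm in DU145-pc3.1 cells and at 53.7 ± 3.45 cpm in DU145-Esrrb cells (SD, n = 2). The log2 fold change under Esrrb alone was -0.24 (standard error 0.09, adjusted p = 0.175 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With only the 4 libraries compared in the fit, its adjusted p in edgeR with Benjamini-Hochberg adjustment was 0.0329, at the same direction. After DY131 treatment, DU145-Esrrb cells had 115 ± 2.99 cpm (SD, n = 2), a log2 fold change of 1.10 (standard error 0.09, adjusted p = 7.13e-08 from edgeR with Benjamini-Hochberg adjustment). DY131-treated DU145-pc3.1 cells had 79.1 ± 11.8 cpm (SD, n = 2), a log2 fold change of 0.32 (standard error 0.09, adjusted p = 0.0100 from edgeR with Benjamini-Hochberg adjustment), below the fold change threshold. The response was larger in DU145-Esrrb than in DU145-pc3.1 cells by 0.78 on the log2 scale (interaction, standard error 0.13, adjusted p = 2.6e-04 from edgeR with Benjamini-Hochberg adjustment).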

Scrutinizing the data revealed that Chan’s lab cultured their cells with full serum, while we used charcoal-stripped serum for cell culture and DY131 treatment [9]. This implies that there is a compound or factor that can be removed by charcoal treatment modulated Esrrb’s activity [27, 28].

From the Esrrb-regulated gene list, we found a few target genes that are related to the known function of Esrrb. 

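KIAA1199 (NM_018689, chromosome 15 of GRCh38 from 80779343 to 80951776) had 15.2 ± 0.432 cpm in DU145-pc3.1 cells and 31.6 ± 1.08 cpm in DU145-Esrrb cells (SD, n = 2). Its log2 fold change under Esrrb was 1.06 (standard error 0.16, adjusted p = 0.00119 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each replicate left out in turn, it stayed between 1.02 and 1.09.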

*Kiaa1199* encoded gene product has been shown to associate with cellular mortality. A *kiaa1199* mutation was reported to relate to nonsyndromic hearing loss. Considering the significant effect of Esrrb mutations on human hearing loss, *kiaa1199* could be a mediator of Esrrb mutant related hearing loss [29–32] [33–36]. Another interesting Esrrb responsive gene is *tagln* (Transgelin). It was inhibited by Esrrb while DY131 treatment relieved the inhibition. 

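TAGLN (NM_001001522, chromosome 11 of GRCh38 from 117199321 to 117204782) had 34.4 ± 1.37 cpm in DU145-pc3.1 cells, 15.2 ± 1.58 cpm in DU145-Esrrb cells and 59.7 ± 2.90 cpm in DY131-treated DU145-Esrrb cells (SD, n = 2). Under DY131 in DU145-Esrrb cells its log2 fold change was 1.97 (standard error 0.18, adjusted p = 2.19e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DY131-treated DU145-pc3.1 cells had 73.2 ± 23.6 cpm (SD, n = 2), a log2 fold change of 1.08 over untreated DU145-pc3.1 cells (standard error 0.15, adjusted p = 5.65e-05 from edgeR with Benjamini-Hochberg adjustment). With either treated replicate left out, this change was 0.71 or 1.40. The difference between the pools in the response of TAGLN was 0.89 on the log2 scale (interaction, standard error 0.24, adjusted p = 0.00941 from edgeR with Benjamini-Hochberg adjustment).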

*Tagln* was reported to promote DU145 cell migration and invasion, indicating Esrrb can also affect DU145 cell behavior by affecting *tagln* [37].

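DY131 altered 307 genes in both DU145-pc3.1 and DU145-Esrrb cells, and 293 of these changed in the same direction. A further 273 genes passed the thresholds in DU145-pc3.1 cells alone and 1359 in DU145-Esrrb cells alone. Across the tested genes, Spearman's correlation between the log2 fold changes under DY131 in the 2 pools was 0.489, where genes are not independent replicates. Between the effects of the separate library pairs of DU145-pc3.1 cells, the correlation was 0.652. The interaction, which tests whether the response to DY131 differed between the pools, was past both thresholds for 870 genes, of which 657 responded lower and 213 higher in DU145-Esrrb cells. Of the 1359 genes called in DU145-Esrrb cells alone, 612 had such an interaction.

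**Figure D3:**
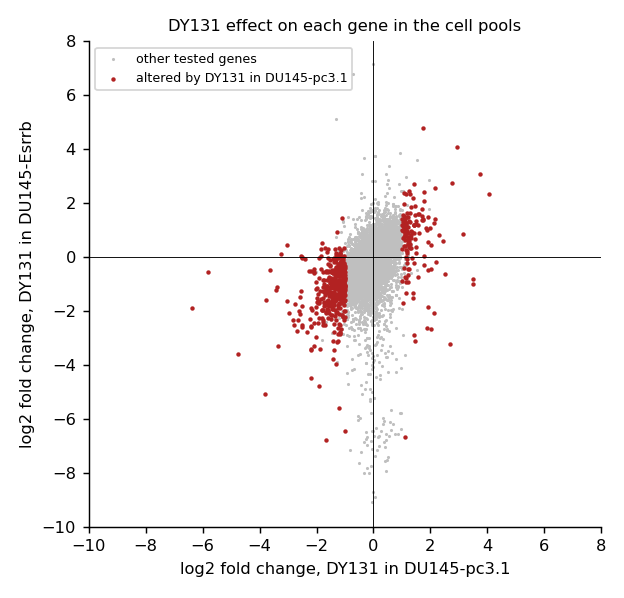
Log2 fold change of each tested gene under DY131 in DU145-pc3.1 cells (horizontal axis) and in DU145-Esrrb cells (vertical axis). The 580 genes altered by DY131 in DU145-pc3.1 cells are in red, and 307 of them were also altered in DU145-Esrrb cells.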

Judging by the numbers of altered genes induced by Esrrb with or without DY131, and the result that DY131 did not alter any mRNA in the absence of Esrrb, we conclude that DY131 activity is Esrrb-dependent.

## Conclusions

In conclusion, we characterized the transcriptome alteration induced by Esrrb expression as well as Esrrb with its ligand DY131 in prostate cancer cells. We conclude Esrrb-target synthetic ligand requires Esrrb to generate its gene expression modulation effect. 

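The interaction was also tested after the correction for the share of windows across exon junctions, which was chosen after the data were examined. It was then past both thresholds for 619 genes, of which 539 were also called without the correction. With DESeq2 in place of edgeR, 630 genes had such an interaction. These numbers do not measure dependence on Esrrb, because an interaction also counts genes that responded mainly in DU145-pc3.1 cells. Of the 870 genes called without the correction, 644 were called under DY131 in DU145-Esrrb cells. In DU145-pc3.1 cells, DY131 altered 580 genes. From the numbers of genes altered by DY131 with and without Esrrb, the paper concludes that the activity of DY131 depends on Esrrb. Its supplement adds qPCR of p21, whose regulation it describes as needing Esrrb together with DY131.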

Finally, analysis of Esrrb target genes indicates Esrrb may be an important factor in regulating cell proliferation.

## Methods

### Cell culture and reagents

DU145 (ATCC Number: HTB-81) and HEK293 (ATCC number: CRL-1571) cells were obtained from the American Type Culture Collection (ATCC). DU145 cells were cultured in RPMI1640 media (Invitrogen, Grand Island, NY, USA) with 10 % Fetal Bovine Serum (FBS) (GE Healthcare Life Sciences, Logan, UT, USA). HEK293 cells were cultured in Eagle’s Minimal Essential Medium (DMEM) (Invitrogen, Grand Island, NY, USA) with 10 % FBS. 70 % confluent DU145 cells were transfected with either pcDNA3.1-zeo (+)-Esrrb expression vector [4], or control empty vector pcDNA3.1-zeo (+) (Promega, Madison, WI, USA). Empty vector or Esrrb expression vector transfected DU145 cells were maintained in medium containing 150 μg/ml Zeocine (Invitrogen, Grand Island, NY, USA) for 3 weeks for selection. Two biological replicates of DU145 cells transfected with Esrrb were pooled together respectively and were named DU145-Esrrb. Two biological replicates of DU145 cells transfected with control vector were pooled together respectively and were named DU145-pc3.1. Total RNA and protein were collected from cells after they are confluent in 60 mm petri dishes, cultured with phenol-red free RPMI1640 with 10 % Charcoal-stripped FBS [38]. For DY131 (Tocris Bioscience, Bristol, UK) treatment, cells are plated in 60 mm petri dishes until confluent; DU145-pc3.1 and DU145-Esrrb are incubated with 3 μM DY131 diluted in medium with charcoal-stripped FBS for indicated length of time.

### Western-blot

Total protein was isolated from DU145-pc3.1, and DU145-Esrrb cells. 20 μg protein was loaded on 9 % SDS gels. After the proteins were transferred to nitrocellulose membrane, the membrane was blocked and then incubated with 1:2000 diluted monoclonal anti-Esrrb mouse IgG (R&D system, Cat. no: PP-H6705-00) and 1:2000 diluted polyclonal anti-GPADH rabbit IgG (Santa Cruz, Dallas, TX, USA, Cat. no: sc-25777) at 4 degrees overnight. The membrane was then washed and incubated with anti-mouse or anti-rabbit secondary antibody. Chemoluminescence (Promega, Madison, WI, USA) signals were collected using x-ray films (Fisher Scientific, Pittsburg, PA, USA).

### Reverse transcriptase PCR and quantitative PCR

Total RNA was isolated and purified from DU145-pc3.1 and DU145-Esrrb using RNeasy kit (Qiagen, Venlo, Netherlands). 1000 ng of total RNA was used to create cDNA libraries using Superscript III Reverse Transciptase with random primers and oligodT (Invitrogen, Grand Island, NY, USA). Esrrb mRNA concentration was determined using quantitative PCR (qPCR) (iQ SYBR, BioRad, Hercules, CA, USA) on ABI7500 system (Applied Biosystems, Foster City, CA, USA). PCR condition: 95°, 30 s; 60°, 40 s; 72°, 40 s. Each qPCR test was performed three times on each of the two biological replicates. Primer sequences: *zcwpw2* (Genbank: NM_001040432): forward primer: AACAGGGTTGTCTGTGAGACGGA; reverse primer: TGCAGGAGCTTCTGGGCTGC. *hoxb8* (Genbank: NM_024016): forward primer: GATGCGCC CGCAAGCAGC; reverse primer: CCCAGGGCGTGCGATACCTC. *tagln* (Genbank: NM_001001522): forward primer: ATGCCCCGGATGACTTGGCT; reverse primer: GCCATGTCTGGGGAAAGCTCCT. *f13a1* (Genbank: NM_000129): forward primer: TGTTCCGTGAAATCCGGCCC; reverse primer: TGCACGTCCAG CTCGCCATA. *pxdn* (Genbank: NM_012293): forward primer: GCAAGCATTTAA GGGACTTGCCTCT; reverse primer: GCAAAAATAGCCTCTCGAGCTTCGG. *aox1* (Genbank: NM_001159): forward primer: TACGTGAACGGCCGCAAGGT; reverse primer: TGGCTGGGTGATGCCTTATCCT. *bmp4* (Genbank: NM_001202): forward primer: CCACCACGAAGAACA TCTGGAG; reverse primer: GCCCCTTTCCCAATCAGGGC. *tgfβ*: (Genbank: NM_000660) forward primer: AGTGGACATC AACGGGTTCAC; reverse primer: CGCACGCAGCAGTTCTTCTC. *gapdh*: (Genbank: NM_001256799); forward primer: ACCCACTCCTCCACCTTTG; reverse primer: CTCTTGTGCTCTTGCTGGG. *Esrrb*: (Genbank: NM_004452) forward primer: CAAGAAGCTCAAGGTGGAGAAGGAGGAG; reverse primer: CGGTCTGTCC GTTTGTCTGTCTGTAGGT. *Esrrg*: (Genbank: NM_001134285) forward primer: ACCATGAATGGCCATCAGA A; reverse primer: ACCAGCTGAGGGTTCAGGTAT.

### Deep sequencing and differentially expressed genes

2500 ng total RNA from two biological replicates was used to generate cDNA libraries using TruSeq Stranded mRNA Sample Preparation kits (Illumina, San Diego, CA, USA). RNA quality and fragment sizing of cDNA library were determined by the University of Missouri DNA core. Deep sequencing was performed by the MU DNA core using Illumina HiSeq 2000 following the manufacture’s instruction. Briefly, samples (8 total) were pooled into one lane with each sample annealed to a specific indexed adaptor. 50 bp single end reads were generated. For each sample, approximately 18 million reads were generated in.fastq format (NCBI-GEO, accession number: GES71208). The sequencing reads were trimmed and filtered using FASTX-Toolkit (V 0.0.13) (http://hannonlab.cshl.edu/fastx_toolkit), and mapped to genome (UCSC hg18) using TopHat2 [39, 40]. Gene expression values were determined by gene raw read counts using an in-house tool MULTICOM-MAP [41–43]. Raw reads were normalized to each sample’s library size and differentially expressed genes were calculated using R/Bioconductor package edgeR [44]. Specifically, we kept the genes that have at least 1 count-per-million (cpm) in at least 2 samples and computed the effective library sizes. Pairwise gene expression tests were carried out using exact test. Differentially expressed genes were determined by log2 fold change (Log2FC) (Log2FC ≥ 1, or Log2FC ≤ −1), p value (p < 0.05) and false discovery rate (FDR < 0.05) [45].

### Gene set function enrichment

Gene ontology (GO) analysis was performed using DAVID bioinformatics sources 6.7 [46, 47]. Differentially expressed genes from certain pairwise comparisons were uploaded to DAVID server (http://david.abcc.ncifcrf.gov) and GO analysis were performed for biological process (BP). Minimum counts were set as default value (two counts) and maximum EASE score (*p* value) was set to 0.05. Differentially expressed genes pathway enrichment analysis was performed using Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway [48, 49]. Gene expression profiles Spearman ranking correlation analysis was analyzed using R (version 3.0.2). Gene expression heat map and hierarchical clustering were created by R/Bioconductor (version 2.13) package gplot.

### Statistical analysis

qPCR experiments were performed in triplicate on both biological replicates. T test was employed to statistically analyze whether the differences in gene expression is significant (p < 0.05). Statistical significance of gene set overlap (Venn Diagram) are tested according to previous reported method [17].

## Availability of supporting data

The data sets supporting the results of this article are available in the NCBI-GEO repository, accession number: GSE71208, URL: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE71208.

## Additional files

10.1186/s12867-015-0049-1 DY131-activated Esrrb regulates p21. **Figure S2.** Full gel images.
10.1186/s12867-015-0049-1 Gene ontology analysis result. **Table** **S2.** Esrrb expression with DY131 treatment (control vs. Esrrb + DY131).

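Supplement Table 2 lists the genes that differ between untreated DU145-pc3.1 cells and DY131-treated DU145-Esrrb cells, so each value combines the effect of Esrrb expression with that of DY131. In the deposited counts, 1778 genes passed both thresholds in this comparison, of which 459 increased and 1319 decreased. Of the 1200 genes in the table, 1146 were matched among the tested genes. All 1146 changed in the direction of the table, and 1102 were called. With at least 10 counts in every library, 1178 genes were called.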

## Abbreviations

Esrrb: estrogen related receptor beta
ERRE: estrogen related receptor response element
SFRE: steroid factor response element
iPSC: induced pluripotent stem cells
OSKM: Oct4, Sox2, Klf4, cMyc
FBS: fetal bovine serum
RT: reverse transcriptase
KEGG: Kyoto encyclopedia of genes and genomes
GO: gene ontology
FC: fold change
Esrrg: estrogen related receptor gamma

# Supplementary material for: Messenger RNA profile analysis deciphers new Esrrb responsive genes in prostate cancer cells
**Source:** BMC Mol Biol. 2015 Dec 1;16:21. doi: 10.1186/s12867-015-0049-1
**Supplement:** Supplementary file 1 — 10.1186/s12867-015-0049-1 DY131-activated Esrrb regulates p21. Figure S2. Full gel images.

Supplement Table 1. Gene Ontology analysis results  
Esrrb regulated genes gene ontology analysis

DY131 down regulated genes gene ontology analysis (DY131+Esrrb vs. Esrrb)

#### DY131 up regulated genes gene ontology analysis (DY131+Esrrb vs. Esrrb)

**Supplement Table 2. Esrrb  
expression with DY131 treatment  
(control vs. Esrrb+DY131)**

# Supplementary material for: Messenger RNA profile analysis deciphers new Esrrb responsive genes in prostate cancer cells
**Source:** BMC Mol Biol. 2015 Dec 1;16:21. doi: 10.1186/s12867-015-0049-1
**Supplement:** Supplementary file 2 — 10.1186/s12867-015-0049-1 Gene ontology analysis result. Table S2. Esrrb expression with DY131 treatment (control vs. Esrrb + DY131).

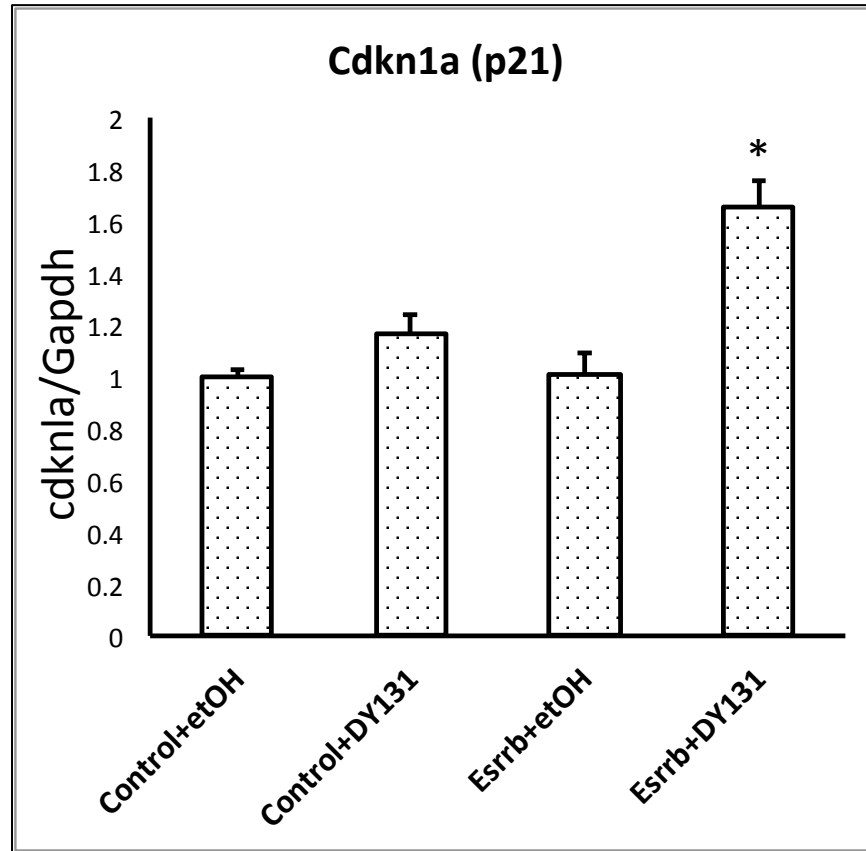

**Additional Figure 1. DY131-activated Esrrb regulates p21.** qPCR analysis was performed to confirm p21 mRNA concentration regulation requires both Esrrb expression and DY131 treatment. \* means  $p < 0.05$ .

a

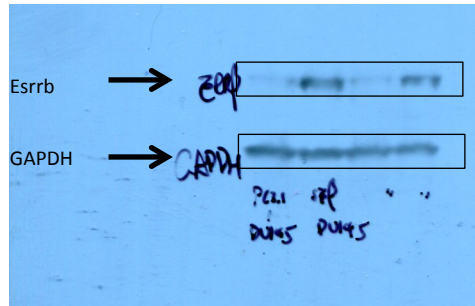

b

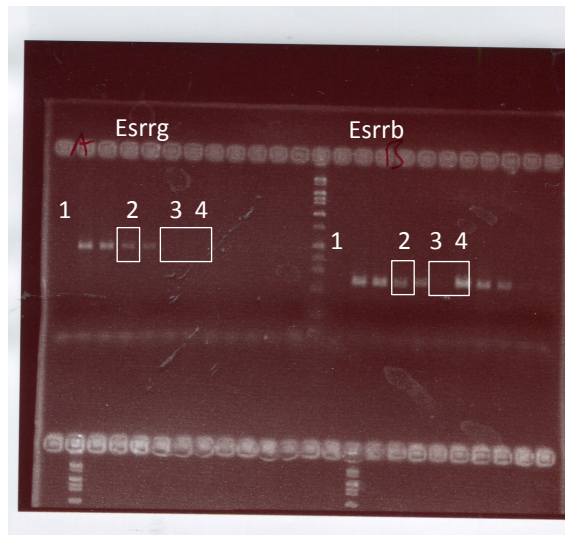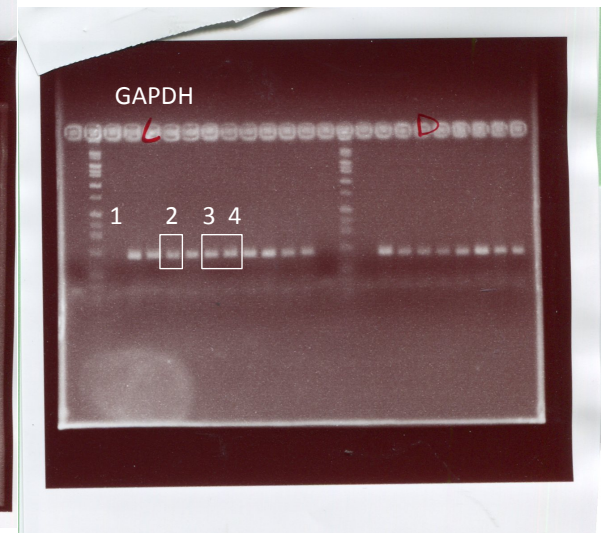

1. Water as reverse-transcription template
2. HEK293
3. DU145-pc3.1
4. DU145-Esrrb

**Additional Figure 2. Full gel images.** (a) Full blot image for Figure 1b. (b) Full gel image for Figure 1c.

How the deposited data were processed for this re-analysis (not part of the article)

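RNA from DU145-pc3.1 and DU145-Esrrb cells, untreated or treated with 3 μM DY131, was sequenced in 8 libraries, 2 biological replicates for each of the 4 groups. The authors trimmed and filtered the reads with the FASTX-Toolkit, mapped them to hg18 with TopHat2 and deposited the raw counts of reads that their program MULTICOM-MAP assigned to each gene. The deposited counts are whole numbers without normalization, for 23391 genes listed by symbol and RefSeq identifier. How the authors' program treated strand, or reads that map to several genes, is not stated in the paper's text. The changes of SPDYE6, WASH7P, HSPA1B and LY75, which share most of their windows with other genes, are therefore reported as uncertain. Among the paper's genes, WDR52 and ZCWPW2 share 34.8% and 32.2% of their windows, and their changes carry a part of this uncertainty. Of the gene symbols, 28 had been turned into dates and were used as they stand.

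Columns were assigned to conditions from the descriptions of the samples in the series record. The replicate numbers come from the sample titles of that record and are known for 6 libraries. The deposited column names carry other numbers for some of these (2 and 3 for DU145-Esrrb, 1 and 3 for DU145-pc3.1), so the replicate block and the correlations of same-numbered libraries rest on the titles alone. Both columns of DY131-treated DU145-Esrrb cells carry the same heading, so their replicate numbers are unknown. The counts on ESRRB were looked at first, and in every library they went with the labelled cell pool.

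The reads counted on genes ranged from 7858743 to 11551690 per library, with a mean of 10.2 M, while the paper states approximately 18 M reads per sample. The most counted gene took between 1.07% and 2.55% of the counts of a library. For ESRRB and ESRRG, cpm were computed from library totals with 95% Wilson intervals and with a floor of 3 counts. These cover counting error only, because reads without molecular identifiers are not independent molecules.

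The comparisons used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Genes with at least 1 cpm in at least 2 libraries were kept, which left 13856 genes, and counts were normalized with edgeR's TMM method. All 8 libraries entered 1 model with the 4 groups. The comparisons were Esrrb against control, DY131 in each cell pool, DY131-treated DU145-Esrrb against untreated DU145-pc3.1 cells, and the interaction of DY131 with Esrrb. Each was tested with edgeR's quasi-likelihood F test and Benjamini-Hochberg adjustment over the tested genes. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. The paper used edgeR's exact test at the same thresholds, and that test is among the alternatives. Overlaps were tested with Fisher's exact test, two-sided, since the paper's text does not detail its overlap test. Spearman's correlation between libraries was taken over the tested genes. Gene sets were tested with limma's camera at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 4 sets, also where a setting was changed. The paper's gene ontology analysis was not repeated, because no gene ontology annotation was at hand, and 4 sets fixed by symbol stand for its categories.

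Transcript length, GC content, the share of 50-base windows across exon junctions and the share of such windows found in transcripts of other genes were computed from GENCODE 29 on GRCh38. Of the deposited genes, 22018 were matched by RefSeq identifier, 721 by symbol and 147 by an older or current symbol, and 505 were not matched. Among the tested genes, 98.7% had these values. The gene positions given come from the same annotation, not from hg18.

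The text names the genes that the paper names as measured in these libraries, except GAPDH, the reference of its qPCR. It also draws on the 5 called genes with the largest rise and the 5 with the largest fall in each of 4 comparisons whose libraries do not overlap between the groups, and on the called members of the gene sets. This rule was set before the data were examined.

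The steps were tested on simulated counts for 13699 genes, of which 200 were changed by known amounts. The quasi-likelihood test recovered 198 of them with 1 false call, the exact test 198 with 1 false call, and DESeq2 195 with 0 false calls. In counts simulated for 13728 genes with a bias tied to exon junctions and no true change, the uncorrected comparison gave 4550 false calls and the corrected one 0. The bias was built from the same share that the correction uses, which nearly fixes this outcome. It shows that the correction runs as written, not how well it does where a gene's transcript was chosen wrongly. The camera test, run on simulated counts for 13856 genes, found a set of 40 raised genes and did not find a set of 40 unchanged genes. The simulated genes were drawn independently and tested at the preset inter-gene correlation. This run therefore cannot show false findings in sets whose genes vary together.

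The alternatives were other tests (edgeR's exact test, DESeq2), other scaling (DESeq2's size factors, library size alone), other filters, only the 4 libraries compared, other fold change thresholds, a correction for transcript length and GC content, the replicate number as a block, and leaving out each library. A correction for the share of windows across exon junctions, the block on the 6 numbered libraries and the exact test on only the 4 libraries compared were added after the data were examined. The qPCR, western blot and RT-PCR experiments of the paper were left out, since only the RNA-Seq counts are deposited.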

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

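Of the tests in this part, those of the interaction against the share of windows across exon junctions and of short transcripts were chosen only after the results were seen.

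The response to DY131 differed between DU145-Esrrb and DU145-pc3.1 cells. The interaction in edgeR's quasi-likelihood model passed both thresholds for 870 of the 13856 tested genes, with 657 responding lower and 213 higher in DU145-Esrrb cells. Groups of 2 libraries allow no count of other splits of the samples with a share under 0.05, and none was made.

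A technical candidate explanation is a difference in how reads across exon junctions were kept in the DY131-treated DU145-Esrrb libraries. Spearman's correlation across genes between the interaction and the share of 50-base windows across exon junctions was -0.46, in the range set for this explanation. Corrected for this share, the model still called 619 genes, of which 539 were among the 870. The correction takes the share from 1 transcript per gene, and a gene whose transcript was chosen wrongly stays uncorrected, so this number cannot tell whether junction reads account for all of the difference. The correction also removes any true change that goes with the share. Spearman's correlation of the interaction was 0.0627 with transcript length and -0.0262 with GC content.

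Loss of reads from short transcripts is a related candidate explanation. The 35 tested genes with transcripts under 200 bases had a median log2 fold change of -2.90 under DY131 in DU145-Esrrb cells and of 0.12 in DU145-pc3.1 cells. The biological explanation given by the design is a response to DY131 that requires Esrrb. As a set, the 870 genes cannot be told apart from a mixture of such a response and a difference in the processing of these libraries. Of the 870 genes, 644 were also called under DY131 in DU145-Esrrb cells. The genes listed for large interactions by the rule set beforehand illustrate in part how hard these are to tell apart. MIR3064, MIR1181, MIR614 and MIR147B are short transcripts, and HSPA1B, LY75, ANXA2P2 and ABCC6 share 59.4% to 78.0% of their windows with other genes. Among the remaining ones are KIFC1, with an interaction of 3.99 (standard error 1.01), and LY86-AS1, with no read in both DY131-treated DU145-Esrrb libraries. DSG3, outside this list, had an interaction of 5.29 (standard error 0.90). Its transcript has 5525 bases and shares 4.18% of its windows with other genes. Under DY131, DSG3 changed by -5.82 in DU145-pc3.1 and by -0.535 in DU145-Esrrb cells. For AOX1 these values were -3.62 and -0.46, and for ABCC6 -3.02 and 0.45. A difference in processing of the DY131-treated DU145-Esrrb libraries does not by itself account for such interactions. They need not show that Esrrb changes the response to DY131 either. DSG3 and AOX1 were already low in untreated DU145-Esrrb cells (0.881 and 6.12 cpm), against 41.5 and 68.3 cpm in untreated DU145-pc3.1 cells. The state of the untreated DU145-pc3.1 libraries therefore remains an open explanation for both genes. ABCC6 had 1 count in each DY131-treated DU145-pc3.1 library.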

How the results depend on the processing

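The alternatives were set before the data were examined, except for the correction for the share of windows across exon junctions, the replicate block on the 6 numbered libraries (with or without the length and GC correction), the same libraries without the block, and the exact test on only the 4 libraries compared, which were chosen after seeing the data. The cause of the changes described here was not tested unless a value is given for it.

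The numbers of altered genes moved most with the filter and the fold change threshold. With at least 10 counts in every library, which removes genes that fell to few counts, Esrrb altered 43 genes, DY131 in DU145-pc3.1 cells 315, DY131 in DU145-Esrrb cells 1090 and both together against control 1178, with 12 genes in the overlap. With no fold change threshold, the numbers were 579, 5185, 8128 and 8214, with 4674 for the interaction and 398 in the overlap. With no filter, the overlap was 38 genes. DESeq2 called 48 genes for Esrrb. The exact test on only the 4 libraries compared called 124 genes for Esrrb, with 37 in the overlap.

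Under the other alternatives each number stayed within 1.5 times the one reported. For DY131 in DU145-pc3.1 cells the numbers ran from 392 with DESeq2 to 643 with no filter, for DY131 in DU145-Esrrb cells from 1360 with the junction correction to 1920 with no filter, and for the interaction from 619 with the junction correction to 1017 with no filter. DY131 altered genes in DU145-pc3.1 cells under every alternative tried. The correction for length and GC content raised the share of increases among the genes altered by DY131 in DU145-Esrrb cells from 24.8% to 38.5%, and the junction correction raised it to 36.0%. For these cells against control it rose from 25.8% to 40.8% and 37.7%, and for the interaction from 24.5% to 34.8% and 33.1%. For DY131 in DU145-pc3.1 cells it rose from 24.5% to 32.9% and 29.7%. With library size alone the share fell in each comparison. It was then 19.5% for DY131 in DU145-Esrrb cells, 22.4% for these cells against control, 21.8% for the interaction and 21.7% for DY131 in DU145-pc3.1 cells. Under library size alone the median log2 fold change of all genes shifted by at most -0.07.

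With the replicate number as a block on the 6 numbered libraries, Esrrb altered 66 genes and DY131 in DU145-pc3.1 cells 542, against 68 and 554 in these libraries without the block. With the block and the length and GC correction, Esrrb altered 72 genes, and DY131 in DU145-pc3.1 cells increased 150 genes and decreased 317. Deviations of same-numbered libraries had correlations of 0.0917 between DU145-Esrrb and DU145-pc3.1, 0.0229 between treated and untreated DU145-pc3.1, and -0.0685 between DU145-Esrrb and treated DU145-pc3.1. With the block, the interferon-induced genes had a median log2 fold change of -0.94. No paired analysis was possible because the columns of DY131-treated DU145-Esrrb cells carry no replicate number, for DY131 in DU145-Esrrb cells, for these cells against control, for the interaction, for the overlap and for the gene sets under DY131. The block on all 8 libraries, as set before the data were examined, was not run for the same reason.

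With each library left out in turn, no test was possible, and only genes past the fold change threshold were counted. There were from 254 to 285 such genes for Esrrb, from 688 to 832 for DY131 in DU145-pc3.1 cells, from 1746 to 1955 for DY131 in DU145-Esrrb cells, from 1878 to 2009 for these cells against control, and from 1303 to 1481 for the interaction. Of the genes called with all libraries, from 72 to 77 of the 80 for Esrrb, from 482 to 532 of the 580 for DY131 in DU145-pc3.1 cells and from 1489 to 1582 of the 1666 for DY131 in DU145-Esrrb cells were still past the fold change threshold. These genes were selected for changes in the same libraries, so these numbers show no stability.

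For the gene sets, the inter-gene correlation decided the tests. With it estimated from the data, the Benjamini-Hochberg adjusted p from limma's camera was 0.207 for the ribosomal protein genes (median -0.68) and the oxidative phosphorylation genes (median -0.37), and 0.0996 for the interferon-induced genes (median -0.94), no longer under 0.05. Before adjustment over the 4 sets it was just under 0.05 for the interferon-induced genes, and judging all settings by the adjusted value was decided after seeing it. The zinc finger genes stayed under 0.05. The medians do not depend on this choice. With each library left out in turn, the medians ran from -0.73 to -0.67 for the ribosomal protein genes, from -0.41 to -0.37 for the oxidative phosphorylation genes, from 0.39 to 0.43 for the zinc finger genes and from -1.13 to -0.75 for the interferon-induced genes. The set directions were the same with library size alone and with at least 10 counts in every library.

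Of the correlations between libraries, those within groups, between untreated pools, and between untreated DU145-pc3.1 and either treated group were followed across the alternatives. This choice was made after most of the values had been seen to move by more than their small spread. With no filter, they were 0.9919 within groups, 0.9909 between DU145-pc3.1 and DU145-Esrrb, 0.9854 between DU145-pc3.1 and its treated cells, and 0.9723 between DU145-pc3.1 and treated DU145-Esrrb. With at least 10 counts in every library, the last 3 were 0.9931, 0.9792 and 0.9537. With Pearson's r, DU145-pc3.1 against DU145-Esrrb was 0.9922 and against treated DU145-Esrrb 0.9596. With counts drawn down to the smallest total, DU145-pc3.1 against DU145-Esrrb was 0.9927. Their order was the same under all 4 alternatives.

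For named genes, 87 effects were followed, those of the paper's genes in the comparisons its claims concern and of the genes with the largest changes, and the members of the gene sets were not. The effect of DY131 in DU145-Esrrb cells reversed for KIAA1199, from -0.06 (adjusted p = 0.775 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) to 0.086 with the junction correction, and it ranged from -0.213 to 0.078 with a library left out. It also reversed for AOX1, from -0.46 (adjusted p = 0.157 from the same edgeR test with Benjamini-Hochberg adjustment) to 0.12 with the junction correction. Neither effect passed the test before. With DESeq2, 9 effects no longer passed the test, with the block 2, and with the junction correction 1. With a library left out, 54 of 388 values moved by more than the standard error of the effect. The exact test brought 2 effects past it, the 4 compared libraries 3, and the junction correction and RLE size factors 1 each.

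The depth limits the weakly expressed genes. A gene below 3 counts in a library, 0.260 to 0.382 cpm, was not detectable, and genes with all counts of a group at this floor have only a lower bound on their change.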

Differences from the paper's values

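For DY131 in DU145-pc3.1 cells, the paper reports 0 altered genes, and 580 were called here. None of the 10 alternatives set before the data were examined gave a number that closed the gap, from 315 with at least 10 counts in every library to 5185 with no fold change threshold. The exact test on only the 4 libraries compared, chosen after seeing the data, called 535 genes.

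For DY131-treated DU145-Esrrb cells against untreated DU145-pc3.1 cells, the paper's supplement lists 867 decreased genes, against 1319 here. The number was within 1.5 times the paper's with DESeq2 (1127), with at least 10 counts in every library (851), with only the 4 libraries compared (1282) and with the length and GC correction (976), but not with the other 6 alternatives set before the data were examined. With the junction correction, chosen after seeing the data, it was 911, and with the exact test on only the 4 libraries compared, also chosen after seeing the data, 1268.

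The overlap of the genes altered by Esrrb and by DY131 in DU145-Esrrb cells holds 15 genes in the paper and 24 here. DESeq2 gave 16 genes and at least 10 counts in every library gave 12, and the other 8 alternatives set before the data were examined did not come within 1.5 times of the paper's number. Of these genes, the paper reports 4 with the same direction, against 8 here. DESeq2 gave 6 and at least 10 counts in every library 3, and the other 8 alternatives differed. The paper's p for the overlap is 0.0014, against 1.38e-05 here from Fisher's exact test, and none of the 10 alternatives set before the data were examined closed the gap. The closest was 2.25e-04, with at least 10 counts in every library.

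The log2 fold change of SPNS2 under DY131 in DU145-Esrrb cells is 1.46 in the paper and 1.50 here, a difference larger than the replicate spread. This spread combines the variances of log2 cpm within the compared groups of 2 libraries and was small for SPNS2. The difference lies within the standard error of 0.146. It is also near the median absolute difference of 0.032 over the genes of Table 3, so it is not particular to SPNS2. With library size alone it was 1.43, and with only the 4 libraries compared 1.48. These values, and 2 of the values with a library left out (1.48 and 1.47), were within the spread of the paper's value. The other 5 alternatives set before the data were examined did not close the gap.

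The paper states approximately 18 M reads per sample. The mean here is 10.2 M, which counts only the reads assigned to genes in the deposited table, so the values do not measure the same thing. No alternative was run for this value.

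The paper lists LOC100506599 among the genes altered by Esrrb. Its log2 fold change was -1.10 with an adjusted p of 0.0602 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its adjusted p passed with edgeR's exact test (adjusted p = 0.0152 with Benjamini-Hochberg adjustment), with edgeR's quasi-likelihood test on only the 4 libraries compared (adjusted p = 0.0135 with Benjamini-Hochberg adjustment) and with no filter (adjusted p = 0.00504 in edgeR with Benjamini-Hochberg adjustment), and also with the exact test on only the 4 libraries compared, chosen after seeing the data. Among the genes altered by DY131 in DU145-Esrrb cells, the paper lists DDX60, whose log2 fold change was -0.997. It was called with the threshold of 0.97, with no fold change threshold, and, at -1.01 to -1.06, with DESeq2, library size alone, at least 10 counts in every library, only the 4 libraries compared and the length and GC correction, and with the exact test on only the 4 libraries compared, chosen after seeing the data. The paper names HOXB8 among the genes altered by Esrrb, and its log2 fold change of 0.98 was called with the threshold of 0.97 and with no fold change threshold, but under no other alternative.

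Of the genes in the paper's tables that were tested here, 12 of Table 1, 81 of Table 3 and 44 of Supplement Table 2 were not called. Of the 12, the exact test called 4, the threshold of 0.97 called 5, the length and GC correction 2, and no filter, only the 4 libraries compared and no fold change threshold 6 each. Of the 81, library size alone and no fold change threshold called 80 each, at least 10 counts in every library 68, the threshold of 0.97 called 54, only the 4 libraries compared 27, the length and GC correction 10, DESeq2 and no filter 3 each and the exact test 1. Of the 44, library size alone, no fold change threshold and the threshold of 0.97 called all 44, at least 10 counts in every library 43, only the 4 libraries compared 21, the length and GC correction 5, and DESeq2 and no filter 1 each. With the junction correction, chosen after seeing the data, the numbers were 2, 16 and 10, and with the exact test on only the 4 libraries compared, also chosen after seeing the data, 6, 28 and 22. With the block and the length and GC correction, likewise chosen after seeing the data, 1 of the 12 was called. The median difference from the log2 fold changes of Table 3 was 0.032, and it was -0.03 with library size alone and -0.005 with at least 10 counts in every library.

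The paper states that DY131 alone altered no gene, while TAGLN (1.08), F13A1 (-1.10), AOX1 (-3.62), BMP4 (-1.77), TKTL1 (1.39), RARRES3 (-1.42) and PADI2 (-1.12) were called under DY131 in DU145-pc3.1 cells.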

Other observations

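Of the tests in this part, those of a response shared with DU145-Esrrb cells, of crossed libraries, of short transcripts, of the state of the untreated DU145-pc3.1 libraries, and of near-identical genes were chosen only after the results were seen. The tests of a deviating library, of crossed libraries and of shared libraries met the ranges set for them. They are reported as undecided, because the genes were selected for the pattern or because the design fixes the outcome, and this reading was also made after the results were seen. The same holds for the tests of junction reads as the whole of the change, and of sequence shared with other genes under DY131 in DU145-Esrrb cells, for the reasons given below.

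The DY131-treated DU145-Esrrb libraries differ from the other 6 in how counts relate to exon structure. Spearman's correlation across genes between the log2 fold change under DY131 in DU145-Esrrb cells and the share of 50-base windows across exon junctions was -0.376. By library, the correlation of the deviation from the mean of the untreated DU145-pc3.1 libraries was -0.377 and -0.381 in these 2 libraries and within 0.0418 of 0 in the others. In DU145-pc3.1 cells under DY131, the correlation was 0.00998. A candidate explanation is that reads across junctions were kept less often in these 2 libraries, for instance by another setting at mapping. With a correction for this share, 1360 genes were still called against 1666. The correction takes the share from 1 transcript per gene, and a gene whose transcript was chosen wrongly stays uncorrected. RPS29, singled out after its values were seen, has a share of 1.40% in a transcript of 7062 bases and fell by 4.87 on the log2 scale. The 1360 genes therefore cannot tell whether junction reads account for all of the change.

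In these libraries, the 35 tested genes with transcripts under 200 bases fell by a median of 2.90 on the log2 scale, against a median of 0.12 under DY131 in DU145-pc3.1 cells. There were 19 genes with at least 10 counts in each of the 6 other libraries and 0 in both DY131-treated DU145-Esrrb libraries, and 62.5% of those with a known length had transcripts under 200 bases. The same count for DY131-treated DU145-pc3.1 cells was 0. WASH7P, singled out after its values were seen, was the 1 gene counted in DY131-treated DU145-Esrrb libraries alone, and it shares 92.5% of its windows with other genes. Such genes may be counted differently in these libraries, but the share of such genes, 100%, rests on 1 gene and decides nothing. A loss of short features may be part of the same difference in processing.

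Other technical explanations for the changes under DY131 in DU145-Esrrb cells were tested. Spearman's correlation of the log2 fold change was 0.215 with transcript length and -0.145 with GC content, between the values set for and against these explanations. With a correction for both, 1534 genes were called, 1277 of them among the 1666. The correction did act, since the share of increases among the called genes went from 24.8% to 38.5%. These values argue against transcript length and GC content as the whole of the change. This correction also takes 1 transcript per gene, so a contribution of either remains open. Sequence shared with other genes had a correlation of 0.0682, which cannot show changes that go both ways. Of the 754 genes with over 50% of their windows shared, 22.3% were past the fold change threshold, against 12.1% of the others, so the changes of such genes cannot be told apart from this explanation. With every library drawn down to the smallest total, 1669 genes were called, so depth is not a likely cause. Because explanations remain open, no part of the change is called biological here.

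For the 580 genes altered by DY131 in DU145-pc3.1 cells, the correlation of the log2 fold change was 0.226 with transcript length and -0.192 with GC content. With a correction for both, 511 genes were called, and 80.5% of the 580 genes were among them. The correction did act, since the share of increases among the called genes went from 24.5% to 32.9%. These values argue against transcript length and GC content as the whole of the change. Because the correction takes 1 transcript per gene, a contribution of either remains open. Sequence shared with other genes had a correlation of 0.0544, and 4.24% of the genes with over 50% shared windows were past the fold change threshold, against 4.90% of the others. For the share of windows across junctions the correlation was 0.00998. These values go against both explanations. With libraries drawn down to the smallest total, 562 genes were called, which goes against depth. Of the 580 genes, 99.8% changed in the same direction in both library pairs, but the genes were selected for a common change, so this share alone decides nothing. Across all tested genes, which were not selected, the effects of the separate library pairs had a correlation of 0.652. This goes against a change in only one treated library, but the treated replicates differed more from each other than the untreated ones (chi-square per degree of freedom 7.49 against 2.70), so a contribution of one library to single calls remains open. Under DY131 in DU145-Esrrb cells, whose libraries are all different, 89.8% of the 580 genes changed in the same direction. This is consistent with a response to DY131 that does not require the introduced Esrrb, which remains a hypothesis. It is also consistent with any difference that goes with treatment in both pools, such as the handling, which these libraries cannot separate from DY131. By the series record, the untreated cells received vehicle.

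Another explanation that was tested is that treated and untreated libraries of DU145-pc3.1 cells were crossed in a comparison. With 1 treated and 1 untreated library exchanged, the exact test called 0 genes in both crossed comparisons, and 41 and 43 genes had an unadjusted p under 0.05. A crossed comparison puts the effect of treatment inside both groups, which makes a count near 0 almost inevitable, so this test cannot tell whether such a crossing could have occurred in the paper.

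The changes under Esrrb may partly reflect the state of the untreated DU145-pc3.1 libraries, which are the reference of that comparison. Of the 80 genes altered by Esrrb, 25 were also altered by DY131 in DU145-pc3.1 cells, 22 of them in the same direction. DSG3, for example, had 41.5 cpm in untreated DU145-pc3.1 cells and between 0.609 and 0.881 in the other 3 groups, and AOX1 had 68.3 and between 4.44 and 6.12. Between the treated pools, the log2 fold change was 4.28 for ZCWPW2, -0.81 for PXDN and -1.36 for BMP4, which goes against this explanation for these genes. HOXB8 was also higher in the treated DU145-Esrrb cells. TAGLN and F13A1 differed little between the treated pools (-0.29 and -0.13), but untreated DU145-Esrrb cells were lower in both genes than either treated group, so the untreated DU145-pc3.1 libraries alone do not account for them. Between DY131-treated DU145-Esrrb and DY131-treated DU145-pc3.1 cells, which share no library with the comparison, 86.3% of the 80 genes went in the same direction, and 42 were called in it. This lies between the values set for and against the explanation, so the pattern cannot be told apart from it.

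In all 16 genes with opposite changes under Esrrb and under DY131, the opposite directions held with separate DU145-Esrrb libraries for the comparisons (100%). The genes were selected for these changes, so the test cannot tell whether the shared libraries contribute.

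The increase of ZCWPW2 may come from activation of a stretch of chromosome around it, for example by the integrated vector. The 6 nearest expressed neighbours had a median log2 fold change of -0.14 under Esrrb, which goes against activation of the whole stretch. AZI2, the nearest of the 3 before ZCWPW2, had a log2 fold change of 0.48 (adjusted p = 0.00707 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in both DU145-Esrrb libraries than in both DU145-pc3.1 libraries), so an effect on the nearest gene cannot be excluded.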
